# Induced Pluripotent Stem Cells Reprogrammed with Three Inhibitors Show Accelerated Differentiation Potentials with High Levels of 2-Cell Stage Marker Expression

**DOI:** 10.1016/j.stemcr.2018.12.018

**Published:** 2019-01-31

**Authors:** Koji Nishihara, Takahiro Shiga, Eri Nakamura, Tomohiko Akiyama, Takashi Sasaki, Sadafumi Suzuki, Minoru S.H. Ko, Norihiro Tada, Hideyuki Okano, Wado Akamatsu

**Keywords:** induced pluripotent stem cells (iPSCs), culture conditions, 3i, differentiation potentials, Zscan4, 2-cell genes

## Abstract

Although pluripotent stem cells can generate various types of differentiated cells, it is unclear why lineage-committed stem/progenitor cells derived from pluripotent stem cells are decelerated and why the differentiation-resistant propensity of embryonic stem cell (ESC)/induced pluripotent stem cell (iPSC)-derived cells is predominant compared with the *in vivo* equivalents derived from embryonic/adult tissues. In this study, we demonstrated that iPSCs reprogrammed and maintained with three chemical inhibitors of the fibroblast growth factor 4-mitogen-activated protein kinase cascade and GSK3β (3i) could be differentiated into all three germ layers more efficiently than the iPSCs reprogrammed without the 3i chemicals, even though they were maintained with 3i chemicals once they were reprogrammed. Although the iPSCs reprogrammed with 3i had increased numbers of Zscan4-positive cells, the Zscan4-positive cells among iPSCs that were reprogrammed without 3i did not have an accelerated differentiation ability. These observations suggest that 3i exposure during the reprogramming period determines the accelerated differentiation/maturation potentials of iPSCs that are stably maintained at the distinct state.

## Highlights

• iPSCs reprogrammed and maintained with 3i have accelerated differentiation potential
• iPSC colonies reprogrammed with 3i contain increased number of Zscan4 (+) cells

## Introduction

Pluripotent stem cells (PSCs) can theoretically differentiate into derivatives of all three germ layers. Both induced pluripotent stem cells (iPSCs) and embryonic stem cells (ESCs) give rise to lineage-committed somatic stem/progenitor cells and are eventually differentiated into terminally differentiated progenies. Cell replacement therapy, drug screening, and disease modeling are facilitated by the pluripotency and self-renewal ability of these PSCs, which can induce various disease-relevant cell types (Shi et al., 2017, Takahashi and Yamanaka, 2006). However, it is still unclear whether lineage-committed stem/progenitor cells derived from embryonic/adult tissues and PSCs have identical differentiation abilities. A clear difference between tissue- and PSC-derived cells is observed during differentiation into the differentiated progenies. This observation is especially true for human PSCs, where a period of approximately 2–5 months is required for *in vitro* differentiation into hepatocytes (Ma et al., 2013), oligodendrocytes (Numasawa-Kuroiwa et al., 2014), or retinal pigment epithelia (Jin et al., 2011). These observations strongly suggest that the differentiation/maturation of PSC-derived cells is significantly slower than that of equivalents in *in vitro* primary cultures. Regarding neural differentiation *in vitro*, whereas embryonic day 6.5 (E6.5) mouse epiblast-derived neurospheres acquire a responsiveness to fibroblast growth factor (FGF)/epidermal growth factor (EGF) that is characteristic of mature (committed) definitive neural stem cells (NSCs) after a few passages, ESC-derived neurospheres are unable to acquire FGF dependency, even after recurrent passages without exogenous active Notch transduction (Hitoshi et al., 2004). This slow and inefficient differentiation/maturation of PSC-derived cells leads not only to difficulties in the preparation of the desired cells but also to aneuploidy or tumor formation due to the long *in vitro* cultivation period (Conti and Cattaneo, 2010). However, for the cell-based therapy of several diseases with progressive and changeable features (e.g., spinal cord injury [Nagoshi and Okano, 2017], ischemic stroke [Tornero et al., 2013], or acute myocardial infarction [Nelson et al., 2009]), rapid preparations of donor cells are necessary due to limited therapeutic windows of time. Therefore, it may be difficult to prepare iPSC-derived cells for autologous and allogeneic transplantations, and cells may need to be selected despite the risk of immunorejection and infection for these diseases. To contribute to the future regenerative medicine, we aimed to solve this problem by establishing iPSCs with fast and efficient differentiation or maturation potentials compared with the iPSCs that are established by current protocols.

Recent studies have demonstrated that some chemical cocktails containing FGF4- mitogen-activated protein kinase (MAPK) cascade/GSK3β inhibitors (so-called 2i and 3i) contribute to the authentic and homogeneous naive pluripotency of iPSCs (Choi et al., 2017, Marks et al., 2012, Ying et al., 2008) and promote reprogramming efficiency (Silva et al., 2008, Valamehr et al., 2014). Although a few studies have claimed that conversion into a ground (or ground-like) state improves the differentiation potentials of iPSCs (Duggal et al., 2015, Honda et al., 2013), the effect of these chemicals on the differentiation potency of iPSCs remains controversial (Chan et al., 2013, Gafni et al., 2013, Takashima et al., 2014, Theunissen et al., 2014, Valamehr et al., 2014). Given that the mechanism for acquiring pluripotency is drastic epigenetic reprogramming and that the epigenetic memory of the original somatic cells in iPSCs influences their differentiation potential, we hypothesized that the addition of these chemicals during a reprogramming period influenced the *in vitro* differentiation/maturation potential of iPSCs. To test this hypothesis, we generated two groups of murine iPSCs using these chemicals during two different periods (only a maintenance period or both a reprogramming and maintenance period) and found that their differentiation potentials are significantly different.

## Results

### Generation of Murine iPSCs with Pluripotency-Enhancing Chemicals

First, we speculated that the reprogramming period, not the maintenance period, in clonally generated iPSC lines could influence the differentiation/maturation potential. To test whether using chemicals that support cellular reprogramming and/or pluripotency during the reprogramming period could regulate the differentiation potentials of iPSCs, we used these chemicals during cellular reprogramming into iPSCs with different time courses. We used three chemicals that inhibit FGF receptor tyrosine kinase (SU5402), ERK1/2 (PD184352 or PD0325901), and GSK3β (CHIR99021) as representative chemical molecules that support pluripotency (Ying et al., 2008).

First, we tested whether 2i (PD0325901 and CHIR99021) or 3i (PD184352, CHIR99021, and SU5402) had any effects on reprogramming efficiency and on maintenance of pluripotency. We reprogrammed mouse embryonic fibroblasts (MEFs) derived from *Nanog-*GFP-IRES-Puro transgenic mice (Okita et al., 2007) using retroviruses harboring four transcription factors: *Oct3/4*, *Sox2*, *Klf4*, and *c-Myc* (KSOM). dsRed transgenes were also infected simultaneously as an indicator of transgene silencing. We began to add 2i/3i on day 4 after infection because previous reports demonstrated that KSOM-transduced MEFs underwent a mesenchymal-to-epithelial transition around day 5 after infection in the initiation phase, followed by the expression of SSEA1 and NANOG in the maturation phase (Li et al., 2010, Polo et al., 2010). We quantified the number of generated GFP^+^ dsRed^−^ ESC-like colonies during reprogramming with or without 2i/3i and revealed that 3i increased the number of GFP^+^ dsRed^−^ ESCs, in the form of colonies, when examined at 3 weeks post-infection, while 2i had no significant effect on colony formation efficiency (Figure 1A). These data suggested that the addition of 3i during the reprogramming period enhanced the reprogramming efficiency and increased the number of colonies compared with the conventional condition without 3i. We hypothesized that the higher number of colonies that appeared with the sequential addition of 3i during the reprogramming and maintenance period would not appear in the conventional condition without 3i. Thus, we used the 3i chemicals as the model for the reprogramming molecules in this study and investigated the relationship between the reprogramming conditions and differentiation potential of iPSCs.

**Figure 1:**
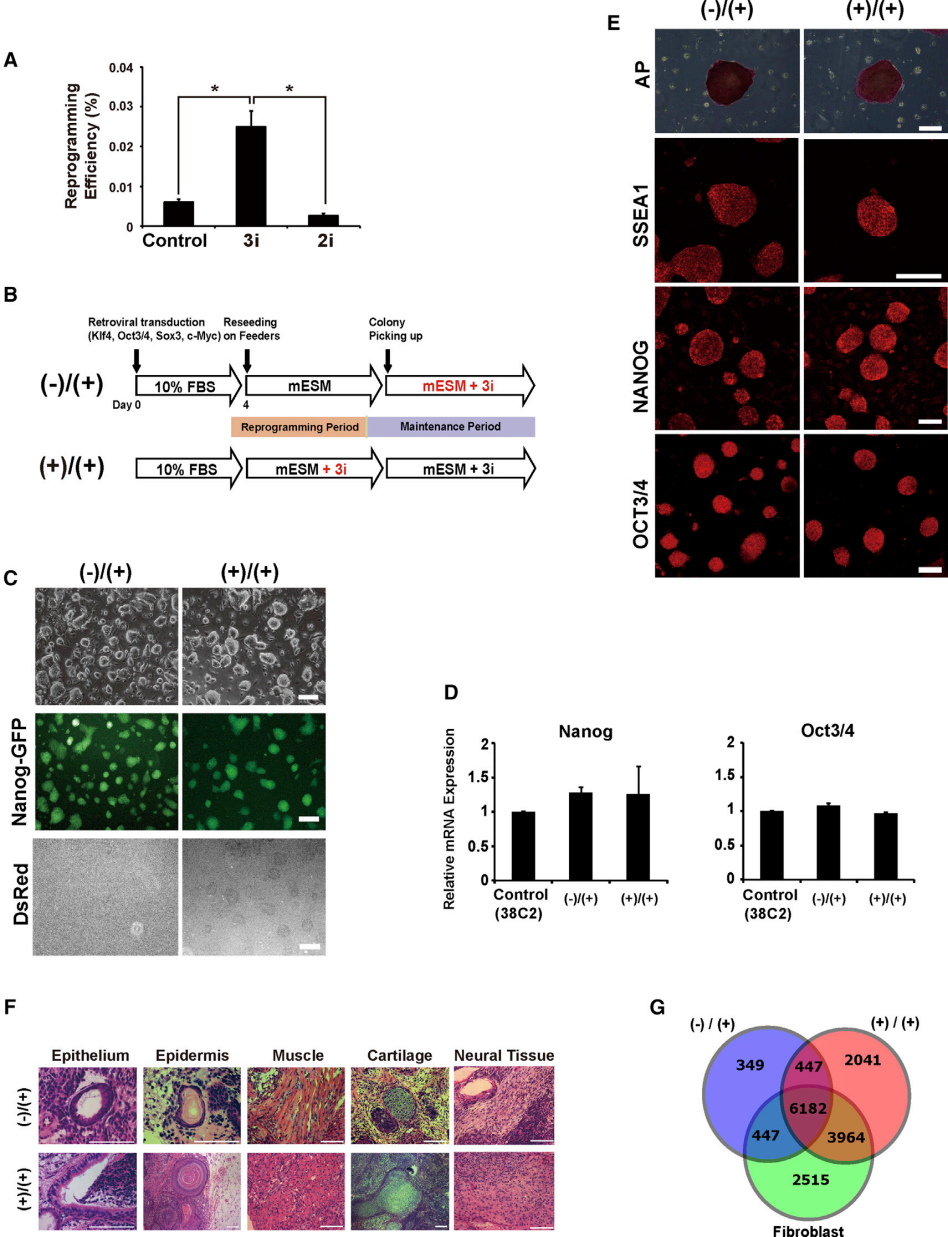
Generation of Two Groups of Murine iPSCs Using Small Molecules (A) The reprogramming efficiency of 3i- or 2i-treated fibroblasts compared with untreated cells is shown. iPSC colonies were identified based on ESC-like morphology and expression of *Nanog-GFP* detected under a fluorescence microscope (n = 3; ^∗^p < 0.05). (B) The schematic representations of two reprogramming protocols used in this study. In our protocol, *Nanog-GFP* transfected fibroblasts were cultured in 10% FBS medium, re-seeded on feeders, and switched to murine ESC medium. While the 3i chemicals were used only after colonies were picked (maintenance period) in the (−)/(+) condition, the 3i chemicals were used during both the reprogramming phase (including the period from day 2 to day 12) and the maintenance phase in the (+)/(+) condition. The 3i chemicals were used at the following concentrations: 3 μM CHIR99021, 0.8 μM PD184352, and 0.8 μM SU5402. (C) Representative images of iPSC colonies generated using the (−)/(+) or (+)/(+) protocol. Both colony types exhibited a typical ESC morphology and expressed *Nanog-GFP* homogeneously. The silencing efficiency of dsRed, which was transduced together with OSKM as a transgene control while generating the iPSCs, was verified. Scale bar, 100 μm. (D) qPCR for expression of pluripotency markers (*Nanog* and *Oct3/4*) in iPSCs. The averages and SD of three different clones of the (−)/(+) or (+)/(+) iPSC lines are represented. 38C2 is a control iPSC clone that was derived from the same *Nanog-*GFP mouse line (n = 3; ^∗^p < 0.05). (E) Representative images of AP staining and immunofluorescence staining of pluripotent markers (SSEA1, Nanog, and OCT3/4) in both the (−)/(+) and (+)/(+) iPSC lines. Scale bars, 200 μm (AP staining) and 100 μm (immunofluorescence staining). (F) H&E staining of teratomas derived from (−)/(+) or (+)/(+) iPSCs. Cells were transplanted into the testes of severe combined immunodeficiency mice. After 3 weeks, tumors were sectioned. Gut-like epithelial tissues (left), epidermal tissues, striated muscles, cartilage, and neural tissues (right) are shown. Scale bars, 200 μm. (G) The results of comprehensive DNA methylation analysis with MBD-seq. Venn diagram of unique and shared genes with methylated regions among (−)/(+) iPSCs (blue), (+)/(+) iPSCs (red), and fibroblasts (green) (n = 3, FDR < 0.05). Error bars represent mean ± SEM from three independent experiments (n = 3).

To exclude the possibility that the differences between the 3i (−) and 3i (+) iPSCs resulting from 3i usage during the reprogramming phase might be masked by 3i usage during the maintenance phase, both the 3i (−) and 3i (+) iPSCs were maintained with 3i after the reprogramming phase and are denoted as (−)/(+) and (+)/(+) iPSCs, respectively (Figure 1B). We isolated 3 clones of (−)/(+) iPSCs and 11 clones of (+)/(+) iPSCs, and all clones from both conditions exhibited similar morphologies. All clones expressed the *Nanog-*GFP fluorescence reporter but did not express dsRed due to complete silencing of the transgenes (Figure 1C). Three iPSC clones from each group, (−)/(+) and (+)/(+), were analyzed in this study. qRT-PCR analysis showed that the mRNA expression levels of pluripotent cell marker genes *Nanog* and *Oct3/4* were similar to those of control murine iPSCs (38C2), which were derived from *Nanog-*GFP transgenic animals (Okita et al., 2007) (Figure 1D). RT-PCR analysis revealed that the four transgenes were successfully silenced (Figure S1). Both the (−)/(+) and (+)/(+) colonies had a typical ESC morphology and were stained with alkaline phosphatase (AP). The expression of pluripotency markers, including NANOG and SSEA1 in both the (−)/(+) and (+)/(+) colonies was confirmed by immunocytochemical staining (Figure 1E). Teratoma formation analysis demonstrated that all generated iPSCs had similar developmental potentials to differentiate into all three germ layers (Figures 1F and S1C). We also confirmed characteristics of (−)/(+) and (+)/(+) cells as PSCs by blastocyst injection (Figure S1D). Although the efficiency of chimeras seemed relatively low, perhaps due to fetal bovine serum (FBS) usage in iPSCs, high passage numbers (more than 40) and non-biased iPSC clonal selection, we were able to obtain several chimeric animals from (−)/(+) and (+)/(+) cells. CGH array analysis demonstrated that genetic alteration frequencies were similar between (−)/(+) and (+)/(+) iPSCs (Figure S1B). To examine the global DNA methylation status of (−)/(+), (+)/(+) iPSCs and their original fibroblasts, we performed genome-wide analysis using methyl-CpG-binding domain protein 2 (MBD2)-mediated methylated DNA enrichment followed by deep sequencing (MBD-seq) (Shimamoto et al., 2014). The peaks of mapped tags were defined as methylated regions, and we compared whole-genome methylation levels. The amount of methylated DNA-enriched in (+)/(+) iPSCs was higher than that in (−)/(+) iPSCs and original fibroblasts (Table S2). These results indicated that both the (−)/(+) and (+)/(+) iPSCs were indistinguishable by pluripotency and genomic structures but have distinctly different global methylation statuses.

### Accelerated Differentiation of iPSCs Established with 3i during the Reprogramming Period

Next, we analyzed the maturation and differentiation capacities of NSCs derived from both the (−)/(+) and (+)/(+) iPSC clones. By using the neurosphere formation assay, we evaluated the response to growth factors (FGF2 and leukemia inhibitory factor [LIF]) and the distribution of the differentiated progenies (neurons and astrocytes). As previously reported (Akamatsu et al., 2009, Hitoshi et al., 2004, Hitoshi et al., 2002, Tropepe et al., 2001), pluripotent cells first differentiate into LIF-dependent primitive NSCs (pNSCs) and then gradually lose LIF dependency to develop into FGF-dependent definitive NSCs (Tropepe et al., 2001). The schematic schedule for neural differentiation is shown in Figure 2A. After separating from the feeder cells, iPSCs were dissociated into a low-density single-cell suspension. Dissociated iPSCs were converted to pNSCs in the presence of LIF. Then, pNSCs formed primary neurospheres after cultivation for 5–7 days in serum-free medium containing LIF and FGF2. To form secondary and tertiary neurospheres, floating spheres were dissociated into single cells and cultured in the serum-free medium that contained LIF and FGF2. Secondary and tertiary neurospheres appeared 5–7 days after passaging.

**Figure 2:**
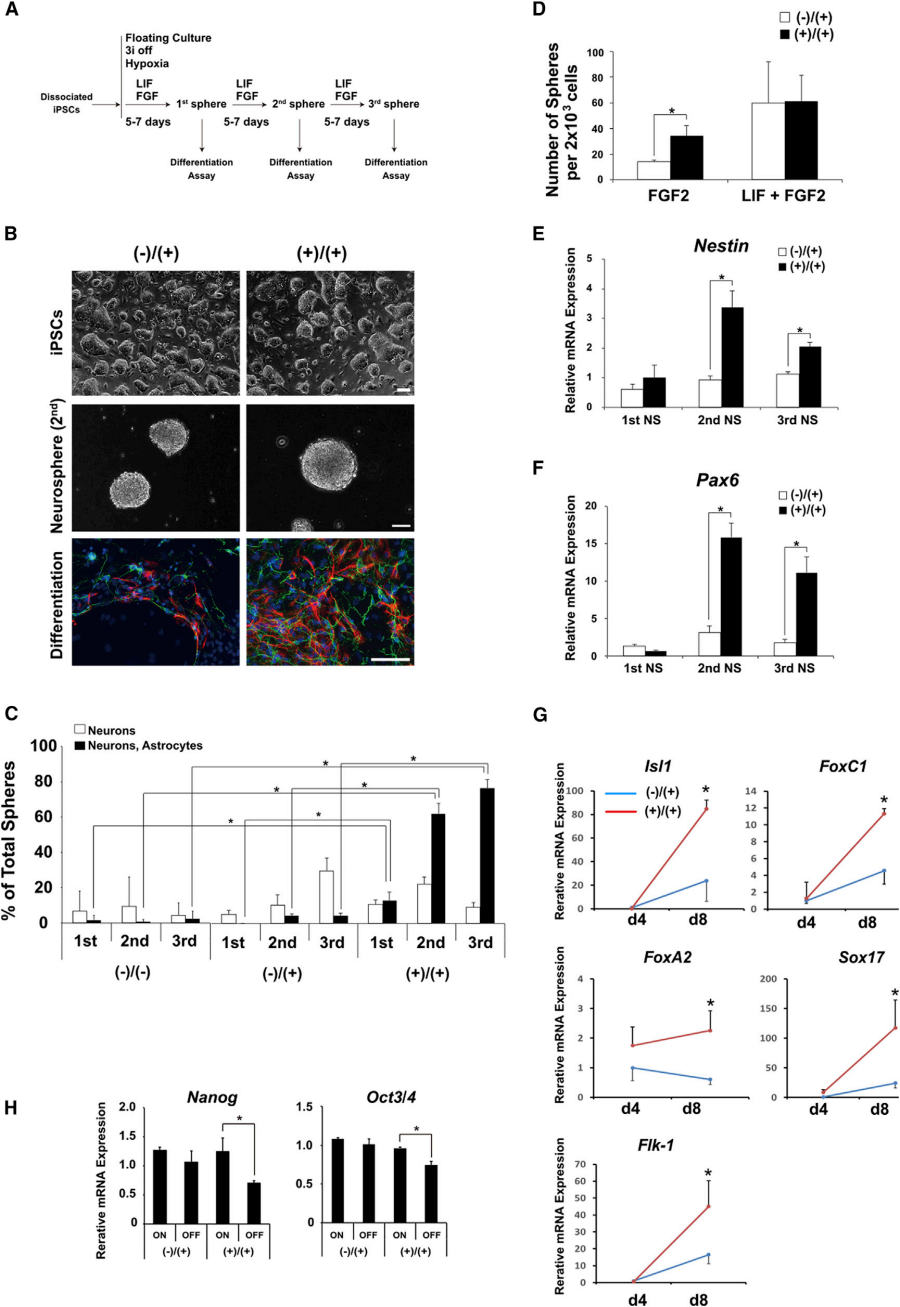
Differentiation Potentials of iPSCs Generated with or without the 3i Chemicals (A) Schematic representation of the strategy for differentiation of iPSCs to the neural lineage. iPSCs were dissociated and cultured using a suspension method to form neurospheres that were treated with LIF and basic FGF2. The resulting neurospheres were transferred onto a poly-L-ornithine/fibronectin-coated chambered slide glass to differentiate into neurons and astrocytes. (B) Representative images of (−)/(+) and (+)/(+) iPSCs, iPSC-derived neurospheres, and immunocytochemical stains of neural cell marker proteins in the differentiated neuronal and glial cells derived from neurospheres are shown. Scale bars, 100 μm. (C) Differentiation efficiency of the first, second, and third neurospheres derived from (−)/(−), (−)/(+), and (+)/(+) iPSCs. The frequency of colonies consisting of neurons (βΙΙΙ-tubulin) and/or astrocytes (GFAP) was evaluated by immunocytochemistry and is presented as the percentage of positive colonies (n = 3; ^∗^p < 0.05). (D) Second neurospheres derived from (−)/(+) or (+)/(+) iPSCs were dissociated (to a final cell density of 10 cells/μL) and grown to form neurospheres in the presence of LIF + FGF2 or FGF2 alone. The number of subcloned spheres per 2 × 10^3^ cells is shown (n = 3; ^∗^p < 0.05). (E and F) mRNA expression of markers for neural progenitors, *Nestin* (E) and *Pax6* (F) in the first, second, and third neurospheres was analyzed by qRT-PCR. The data are presented as the expression relative to that in (−)/(+) iPSCs (n = 3; ^∗^p < 0.05). (G) Gene expression of early mesodermal (*Isl1* and *FoxC1*) and endodermal (*Sox17*, *FoxA2*, and *Flk-1*) markers in EBs derived from (−)/(+) and (+)/(+) iPSCs was analyzed by qRT-PCR. The data are presented as the expression relative to that in (−)/(+) iPSC-derived EBs on day 4 (n = 5; ^∗^p < 0.05). (H) Relative mRNA expression of pluripotency markers (*Nanog* and *Oct3/4*) in (−)/(+) and (+)/(+) iPSCs before or after withdrawal of 3i chemicals. The averages and SD of three different clones of (−)/(+) or (+)/(+) iPSC clones are represented (n = 3, ^∗^p < 0.05). Error bars represent mean ± SEM from three or five independent experiments (n = 3 or 5).

Both the (−)/(+) and (+)/(+) iPSC clones formed floating spheres that were morphologically similar to each other (Figure 2B, upper and middle panels). To compare the differentiation capacity of the NSCs derived from the (−)/(+) and (+)/(+) iPSCs, the primary, secondary and tertiary neurospheres were dissociated and subjected to 7 days of adherent culture without growth factors to undergo neural differentiation (Figure 2B, lower panels). The frequencies by which neurospheres gave rise to neurons and/or astrocytes were quantified by immunocytochemistry using anti-βIII-tubulin and GFAP antibodies, respectively (Figures 2C and S2A). As another control, we analyzed NSCs derived from (−)/(−) iPSC clones that were considered as conventional iPSC clones that were generated and maintained without 3i chemicals. The primary neurospheres derived from (−)/(+) iPSC clones mainly gave rise to neurons, and few primary neurospheres that generated astrocytes were found. Although astrocytes were found in the differentiated cells from the secondary and tertiary neurospheres, frequency was very low (Figures 2C and S2A). We also examined the differentiation properties of tertiary neurospheres derived from iPSCs reprogrammed with 1i (SU5402) and 2i (PD184352 and CHIR99021). Neither 1i nor 2i iPSCs exhibited similar accelerated differentiation into neurons and astrocytes as 3i (+)/(+) iPSCs, suggesting that 3i reprogramming has the largest effect on acceleration of differentiation of iPSCs (Figures S2B and S2E).

These results were similar to those previously described for ESCs (Naka et al., 2008, Okada et al., 2008), suggesting that NSCs in the primary neurospheres derived from iPSCs have early neurogenic characteristics as do those from ESCs.

In contrast, neurospheres derived from (+)/(+) iPSC clones gave rise to a significantly increased number of astrocytes at all passages compared with those from the (−)/(+) and (−)/(−) iPSCs. Interestingly, the number of gliogenic neurospheres from the (+)/(+) iPSCs were rapidly increased during the neurosphere passages, suggesting that early neurogenic NSCs in the (+)/(+) neurospheres could develop into gliogenic mature NSCs more rapidly and efficiently than the NSCs in the (−)/(+) neurospheres. Next, we evaluated the response to growth factors in NSCs derived from the (−)/(+) and (+)/(+) iPSCs. The secondary spheres derived from the (−)/(+) and (+)/(+) iPSCs were dissociated to form tertiary spheres in the presence of LIF plus FGF2 or FGF2 alone. The neurospheres that appeared in the presence of LIF and FGF2 were considered to reflect the total number of NSCs in the dissociated cells, while neurospheres that appeared in the presence of FGF2 alone reflected the number of FGF2-dependent mature definitive NSCs (Akamatsu et al., 2009). While both the (−)/(+) and (+)/(+) NSCs formed a similar number of tertiary neurospheres in the presence of both LIF and FGF2, the (+)/(+) NSCs formed a significantly increased number of tertiary neurospheres compared with the (−)/(+) NSCs in the absence of LIF (Figure 2D). These data suggested that the (+)/(+) iPSCs developed into definitive NSCs more rapidly than the (−)/(+) iPSCs in terms of responsiveness to growth factors.

To evaluate the development of (−)/(+) and (+)/(+) NSCs per gene expression, we used qRT-PCR to measure the relative mRNA expression levels of neural progenitor markers (*Nestin* and *Pax6*) in the primary, secondary, and tertiary neurospheres. No significant difference was seen in the expression of *Nestin* and *Pax6* between primary neurospheres derived from the (−)/(+) and (+)/(+) iPSCs, while significant differences were observed in the secondary and tertiary neurospheres (Figures 2E and 2F). These results suggested that cells in the neurospheres derived from the (+)/(+) iPSCs differentiated more rapidly and efficiently than those from the (−)/(+) iPSCs.

Previous reports demonstrated that each ESC or iPSC clone had a differentiation propensity to differentiate into a certain cell lineage (Kim et al., 2010a, Osafune et al., 2008). To exclude the possibility that the differentiation propensity of the (+)/(+) iPSCs was simply biased toward the neural lineage, we evaluated the differentiation potentials of the (−)/(+) and (+)/(+) iPSCs toward the mesodermal and endodermal lineage. The (−)/(+) or (+)/(+) iPSCs were separately dissociated in suspension culture without 3i and LIF to form embryoid bodies (EBs) (Figure S3). Then, mesodermal and endodermal gene expression on day 4 and day 8 EBs was measured by qRT-PCR. In the day 8 EBs derived from the (+)/(+) iPSCs, the expression levels of early mesodermal (*Isl1* and *FoxC1*) and endodermal (*FoxA2*, *Sox17*, and *Flk-1*) markers were higher compared with the levels in the (−)/(+) iPSCs (Figure 2G). These results suggested that the differentiation potential of the (+)/(+) iPSCs was not biased toward the neural lineage and that the (+)/(+) iPSCs could also efficiently differentiate into other cell lineages (mesoderm and endoderm) compared with the (−)/(+) iPSCs. Given these observations, we hypothesized that the (+)/(+) iPSCs tended to differentiate from the pluripotent stage to terminally differentiated cells and could not maintain themselves as pluripotent without 3i. Therefore, we removed 3i from the medium to determine whether (+)/(+) iPSCs remained pluripotent without 3i. Interestingly, the (+)/(+) iPSCs lost expression of *Nanog* and *Oct3/4* after the 3i withdrawal, while expression of these genes was significantly maintained in the (−)/(+) iPSCs without 3i (Figures 2H and S4). These results suggested that the pluripotency of the (+)/(+) iPSCs could not be maintained in the absence of 3i.

Although the (−)/(+) and (+)/(+) iPSCs exhibited similar characteristics during the pluripotent stage in the presence of 3i (and LIF), these differentiation potentials (e.g., removal of 3i and glial differentiation) were apparently different even though they were derived from the same fibroblasts.

### Increased Expression of 2-Cell Stage-Specific Genes in iPSCs Established with 3i during the Reprogramming Period

To explore the difference in global gene expression between the (−)/(+) and (+)/(+) iPSCs that contributed to these distinct differentiation potentials, we performed a microarray analysis using undifferentiated (−)/(+) and (+)/(+) iPSCs along with fibroblasts, ESCs (EB3), and iPSCs (38C2) maintained without 3i as control samples. 

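The arrays analysed here hold undifferentiated iPSCs of 6 clones, 3 of the (−)/(+) group (clones 1, 2 and 3) and 3 of the (+)/(+) group (clones 4, 5 and 6), with 1 array per clone. All clones came from Nanog-GFP fibroblasts and were maintained with 3i, a mixture of the GSK3 inhibitor CHIR99021 (3 μM), the MEK inhibitor PD184352 (0.8 μM) and the FGF receptor inhibitor SU5402, given as 0.8 μM in the legend of Figure 1 and as 2 μM in the supplement. The groups differ in the reprogramming phase, when only the (+)/(+) cells received 3i, from day 2 in the methods and in Figure 1, while the results give day 4 for the first use of the inhibitors. The fibroblasts, ESCs, control iPSCs and neurospheres were not analysed here. RNA was hybridised to 1-colour Affymetrix Mouse Genome arrays with 45101 probe sets, and the authors quantified each probe set as a MAS 5.0 signal value on a linear scale. The mean signal without the highest and lowest 2% of probe sets was 500.0 on every array, so the arrays had been scaled to one level. Their medians were not equal: 75.7, 75.4 and 74.2 for clones 1, 2 and 3, and 64.1, 70.2 and 67.6 for clones 4, 5 and 6. The ratio of 3′ to 5′ probe sets of Gapdh, a sign of RNA integrity, lay between 0.82 and 0.87, and that of Actb between 1.56 and 1.77, with the groups overlapping in both. No further scaling was applied. After 64 control probe sets were left out, the signals were taken as log2(signal + 16), a scale that understates the change of low signals, and 22518 probe sets with a mean above the median of all were tested with limma. Of the 45037 probe sets analysed, 34945 are annotated to 1 gene symbol, 932 to several and 9160 to none. Where a gene had several probe sets of its own, the one with the highest mean signal was used. The gene lists and the rule for naming genes were set before the data were examined. The 3 clones per group limit the precision, and scan dates and hybridisation batches were not given in the sources used here, so a batch that followed the groups could not be told apart from them.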

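The 6 clones separated by group, by a small margin over all probe sets. Over all 45037 probe sets, the distance between 2 clones (1 − Spearman's correlation coefficient) averaged 0.0605 between a (−)/(+) and a (+)/(+) clone and 0.0559 between clones of the same group, a difference of 0.0046. The ranges overlapped, at 0.0551 to 0.0645 between groups and 0.0525 to 0.0609 within them. No other division of the 6 clones into 3 and 3 gave as large a difference (exact permutation test, p = 0.1, the smallest p that 3 clones against 3 allow). With average linkage, the first branch of the tree placed clones 1, 2 and 3 on one side and clones 4, 5 and 6 on the other. Without 2-cell genes the difference was 0.0044 and the tree divided the clones in the same way. The difference was 0.0113 over probe sets with a mean above the median and 0.0206 over those with a mean signal above 500, with overlapping ranges in both. With clone 2 or clone 3 left out, it was 0.0026 and 0.0032 over all probe sets (exact permutation test, p = 0.2 and 0.1). In both cases 2 of the remaining clones fell on the other group's side. In a principal-component analysis of these 6 arrays, the first component held 41.0% of the variance and placed the (−)/(+) clones at -15.5, -37.5 and -22.5 and the (+)/(+) clones at 26.8, 22.6 and 26.1.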

Hierarchical clustering analysis showed that three independent clones of the (−)/(+) and (+)/(+) iPSCs were clustered into two distinct groups, but they highly resembled each other compared with the fibroblasts or conventional ESCs/iPSCs (Figure 3A). To exclude the possibility that undifferentiated (+)/(+) iPSCs with fast and efficient neural differentiation potentials could be clustered closer to NSCs than (−)/(+) iPSCs in the global gene expression pattern, we performed principal-component analysis (PCA) by using the above samples alongside neurospheres derived from the E14.5 murine embryonic striatum, neurospheres derived from conventional ESCs, and neurospheres derived from conventional iPSCs. PCA showed a similar tendency to that observed in the hierarchical clustering analysis and revealed that the (+)/(+) iPSCs were located much closer to the (−)/(+) iPSCs or conventional ESCs/iPSCs than to the neurospheres (Figure 3B). 

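None of the tested markers of the neural list passed. Of 20 markers of the neural lineage, 9 of the 19 measured were bright enough to be tested, 0 passed in limma and 1 had an unadjusted p under 0.05. Tubb3, a neuronal tubulin, had a signal of 268 ± 39.0 in the (−)/(+) clones and 308 ± 92.1 in the (+)/(+) clones (SD, n = 3 each), and lies on chromosome 8, whose genes were raised in clone 4. Neurog1, a proneural transcription factor, had 211 ± 114 and 209 ± 47.1, and Msi1, an RNA-binding protein of neural progenitors, had 197 ± 27.6 and 161 ± 24.4.
Other lineages gave the same count of 0. None of 3 tested mesoderm markers, 8 markers of endoderm and primitive endoderm and 9 trophectoderm markers passed in limma, with 0, 1 and 2 of them under an unadjusted p of 0.05. Eomes had 394 ± 132 and 350 ± 68.1, and Col4a1, a basement membrane collagen gene, had 473 ± 109 and 514 ± 249 (SD, n = 3 each). Col4a1 also lies on chromosome 8, but its signal was lowest in clone 4 (337) and highest in clone 5 (798). Krt18, a keratin of simple epithelia, had 394 ± 131 and 739 ± 208 (SD, n = 3 each, adjusted p = 0.079 from limma). When adjusted over the list alone, 2 trophectoderm markers were higher.
Markers of fibroblasts, the cell type of origin and of the feeder layer, were the exception. Of 22 tested, 8 were lower and 2 were higher in the (+)/(+) iPSCs (14 lower and 2 higher when adjusted over the list alone), and the list as a whole was lower in camera (adjusted p = 2.89e-06, and adjusted p = 0.77 with an estimated correlation). The intermediate filament gene Vim fell by 0.87 on the log2 scale (adjusted p = 0.011) from 12897 ± 2320 to 7012 ± 642, and S100a6, which encodes a calcium-binding protein, fell by 0.73 (adjusted p = 0.019). The fibronectin gene Fn1, named after its values were seen, had 9808 in the (−)/(+) and 7443 in the (+)/(+) iPSCs and did not pass (adjusted p = 0.076), and Ccn2, which encodes a secreted matricellular protein, rose by 0.69 (adjusted p = 0.014). Without 1 clone the count of lower fibroblast genes was 9 without clone 1, 4 without clone 2, 2 without clone 3, 4 or 5 and 1 without clone 6. With all arrays kept, the count was 7 after quantile normalization, 5 after scaling to a common median and 13 with arrayWeights. It was 4 with the mean of all probe sets of a gene, 4 above a signal of 500, 3 with no filter and 2 with eBayes without trend. Without clone 6, Vim (adjusted p = 0.069), S100a6 (0.093) and Ccn2 (0.090) did not pass, nor did Ccn2 without clone 5 (0.056) or S100a6 without clone 3, 4 or 5 (0.080, 0.065 and 0.061).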

Then, we concluded that the (+)/(+) iPSCs were in an undifferentiated state with a fast and efficient neural differentiation potential and not biased to a neurally differentiated state like the NSCs.

**Figure 3:**
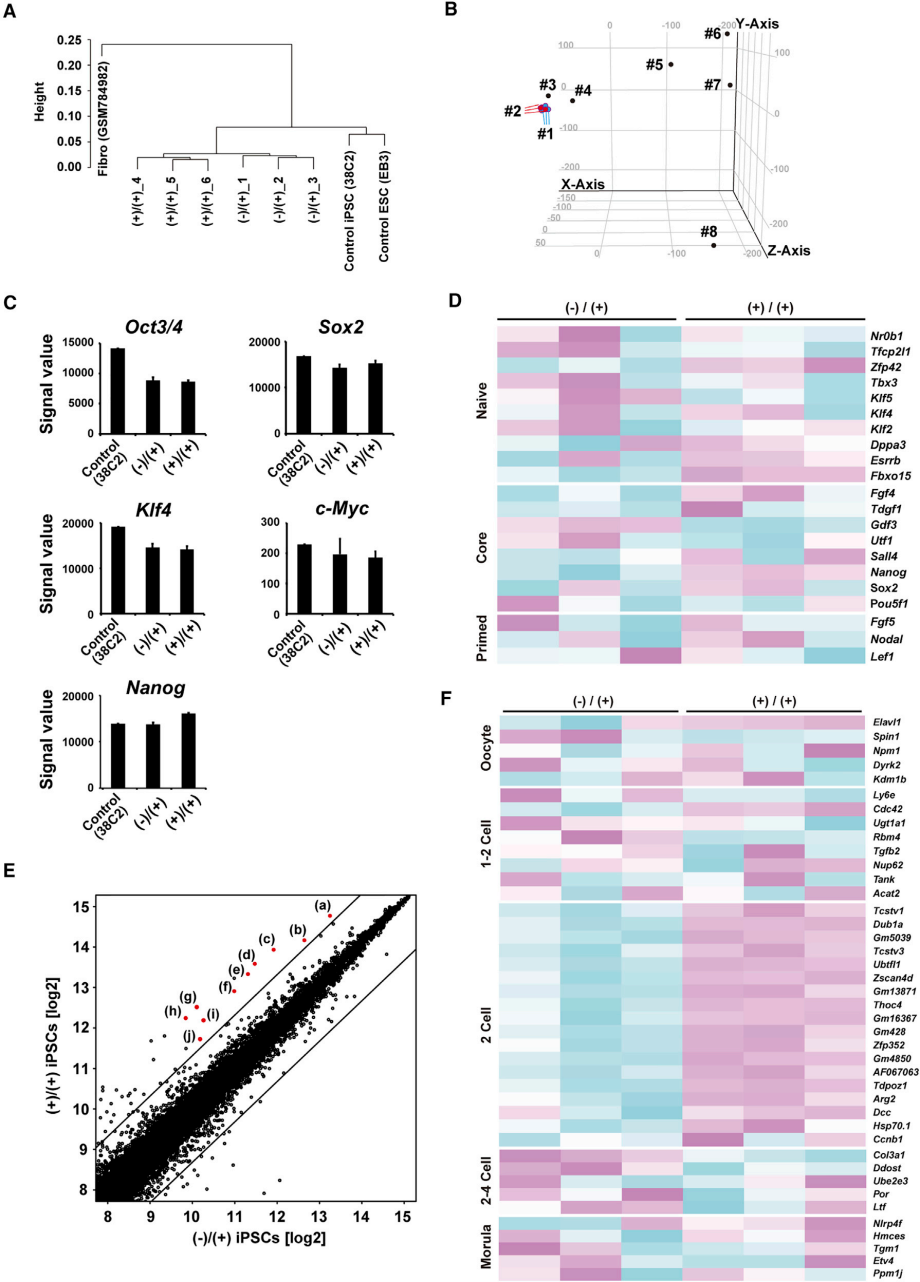
The Differences in Global Gene Expression between (−)/(+) and (+)/(+) iPSCs (A) Hierarchical cluster analysis based on global gene expression of indicated samples. Microarray data of this study and our previous study (GEO: GSE31725) were collectively normalized using the MAS 5.0 algorithm in every analysis. (B) Principal-component analysis of gene expression data. Samples are as follows: nos. 1 and 3, clones of the (−)/(+) iPSCs; nos. 2 and 3, clones of the (+)/(+) iPSCs; no. 3, the clone of the ESCs; no. 4, the clone of conventional iPSC derived from a *Nanog-GFP* mouse; no. 5, the clone of the ESC-derived neurospheres; no. 6, the clone of the iPSC-derived neurospheres; no. 7, the clone of the E14 embryo ganglionic eminence-derived neurospheres; no. 8, the clone of the fibroblasts. Gene expression data for nos. 3–8 clones obtained in our previous study (GEO: GSE31725) were used for comparison. (C) Expression of pluripotent markers. Signal intensities were determined by microarray analysis (n = 3). (D) Heatmap showing the expression levels for genes that are associated with naive, core, and primed pluripotency. (E) Scatterplots comparing global gene expression patterns between (−)/(+) and (+)/(+) iPSCs. Highly expressed 2-cell embryo- or *Zscan4*-related genes are shown as red dots. (a) *Zscan4*, (b) *Eif1a/Eif1a-like*, (c) *Gm13040*, (d) AF067061, (e) *Dub1*, (f) *Gm8300*, (g) *LOC639910 Gm13871*, (h) *Tcstv1*, (i) *Gm428*, (j) *Gm18371*, and (k) *Gm428*. (F) Heatmap showing the expression levels of genes that are specifically expressed in early embryonic stages. Error bars represent mean ± SD from three independent experiments (n = 3).

Next, we compared gene expression between the (−)/(+) (clone 1–3) and (+)/(+) (clone 4–6) iPSCs to explore the key factor driving the difference in their differentiation potentials. 

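Pluripotency genes differed little between the (−)/(+) and (+)/(+) iPSCs. The reprogramming factors Oct3/4 (Pou5f1), Sox2 and Klf4 had signals of 8872 ± 882, 14268 ± 1278 and 14557 ± 1441 in the (−)/(+) clones and 8619 ± 400, 15234 ± 1069 and 14155 ± 1291 in the (+)/(+) clones (SD, n = 3 each). Exact permutation tests on these signals (two-sided) gave p = 0.7 for Pou5f1, 0.3 for Sox2 and 0.8 for Klf4. c-Myc had 197 ± 89.5 and 186 ± 35.4 (exact permutation test, p = 0.9). Nanog had 13681 ± 898 and 16026 ± 304, and all 3 (+)/(+) clones lay above all 3 (−)/(+) clones (exact permutation test, p = 0.1, the smallest p this design allows), with an adjusted p of 0.13 from limma.
Of 22 core, naive and primed markers shown in Figures 3C and 3D, 21 were bright enough to be tested, 1 was higher and 1 lower in the (+)/(+) iPSCs. Fbxo15, a target of Oct3/4 and Sox2 that marks undifferentiated cells, was higher by 0.64 on the log2 scale (95% interval 0.41 to 0.86, adjusted p = 0.014). Gdf3, a ligand of the TGF-β family, fell by 0.85 (95% interval -1.11 to -0.60, adjusted p = 0.0074). The log2 fold change lay between -1 and 1 for all 21, and the whole 95% interval did so for 18. The interval was widest for Dppa3, a maternal factor gene, from -0.53 to 2.04, and it also reached beyond these bounds for Gdf3 and for Lef1, a Wnt effector, whose interval ran from -1.97 to 0.18. The primed marker Fgf5 had signals of 6.65 and 5.64 and was not tested.
Fixed lists gave similar counts. Of 15 naive genes 1 was higher (2 when adjusted over the list alone), of 13 core genes 1 was lower (1 higher and 1 lower), and of 8 primed genes only the N-cadherin gene Cdh2 was lower (1 higher and 1 lower), with camera adjusted p of 0.84, 0.81 and 0.88. Fbxo15 lost its call without clone 5 or clone 6 (adjusted p = 0.051 and 0.090) and with eBayes without trend (adjusted p = 0.067). Gdf3 lost it without clone 6 (adjusted p = 0.061), and Cdh2 without clone 3, 5 or 6 (adjusted p = 0.062, 0.060 and 0.088). Nanog, Gdf3 and Dppa3 lie in a block of chromosome 6 that was raised in clone 1, Pou5f1 in a block of chromosome 17 that was raised in clone 2, and Zfp42 and Klf2 on chromosome 8, raised in clone 4.

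**Figure D1:**
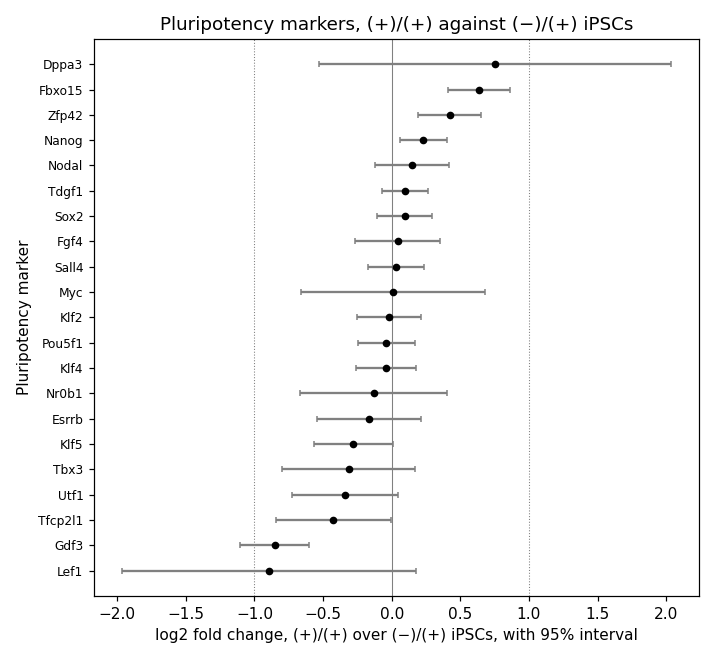
Log2 fold change of each tested pluripotency marker of Figures 3C and 3D, (+)/(+) over (−)/(+) iPSCs, on the x axis, with the 95% interval from limma as bars (3 clones per group) and dotted lines at 2-fold. Only Fbxo15 and Gdf3 passed the adjusted test, and the 3 intervals that cross a dotted line are those of Dppa3, Gdf3 and Lef1.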

As expected, the expression levels of the representative core, naive, and primed pluripotent marker genes were similar between the two groups (Figures 3C and 3D). 

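Of 22518 probe sets tested, 305 were higher and 398 were lower in the (+)/(+) iPSCs at an adjusted p under 0.05 from limma, standing for 215 and 243 named genes. Among the genes with the largest rises were Pramel18, of the Prame-like family, from 536 ± 154 to 3278 ± 29.7 (log2 fold change 2.62, standard error 0.19, adjusted p = 0.0011), and Zfp560, a zinc finger gene, from 556 ± 154 to 2392 ± 264 (log2 fold change 2.11, standard error 0.19, adjusted p = 0.0024; SD, n = 3 each). The second tested probe set of Zfp560 did not change with it (log2 fold change 0.14). The unannotated transcript 3110040M04Rik rose from 300 ± 68.1 to 1420 ± 151 (log2 fold change 2.20, standard error 0.18, adjusted p = 0.0011). Ranked by the probe set with the highest mean signal of each gene, the 10 largest falls were the following, while other probe sets of some genes fell further. Col1a2, a chain of type I collagen, fell by 1.58 on the log2 scale from 1746 ± 330 to 573 ± 114 (adjusted p = 0.0043), the metalloproteinase inhibitor gene Timp3 fell by 1.37 (adjusted p = 0.011), the collagen gene Col8a1 fell by 1.28 (adjusted p = 0.011) and the TGF-β co-receptor gene Tgfbr3 fell by 1.20 (adjusted p = 0.0057). The membrane protein gene Emp1 fell by 1.35 (adjusted p = 0.013), Tfeb, a transcription factor of lysosomal genes, fell by 1.35 (adjusted p = 0.035), and Nkx1-2, Tnfsf9 and Mcc fell by 1.33, 1.33 and 1.28. The probe set of the nuclear noncoding RNA Malat1 with the highest signal fell by 1.26 (adjusted p = 0.020), while another of its probe sets had a log2 fold change of 0.05. Of these falls, Col1a2 and Tgfbr3 passed whichever clone was left out. Without clone 6 the others did not pass, with adjusted p of 0.067 for Timp3 and Malat1, 0.070 for Col8a1, 0.079 for Emp1, 0.073 for Tnfsf9, 0.13 for Tfeb and Mcc and 0.11 for Nkx1-2. Col8a1 also failed without clone 5 (adjusted p = 0.051), Malat1 without clone 3 or 5 (0.053 and 0.054), Mcc without clone 2, 3 or 5 (0.067, 0.099 and 0.085), and Tfeb and Nkx1-2 without clone 2, 3, 4 or 5 (0.055, 0.10, 0.078 and 0.10 for Tfeb, and 0.079, 0.11, 0.077 and 0.095 for Nkx1-2). With the mean of all probe sets of a gene, Emp1, Col8a1, Tgfbr3 and Malat1 did not pass (adjusted p = 0.19, 0.10, 0.20 and 0.073). Of all 104 named genes with a fit, 21 were weaker with eBayes without trend and 18 with no filter. Which of these falls are among them is not given here.
In 27.1% of the probe sets all 3 clones of one group lay beyond all 3 of the other, against 10% by chance, and 4778 had an unadjusted p under 0.05. The number of calls changed with the clone left out. It was 441 higher and 512 lower without clone 1, 150 and 212 without clone 2, and 113 and 84 without clone 3. It was 117 and 113 without clone 4, 48 and 63 without clone 5, and 27 and 25 without clone 6. Each of these fits lacks an array, so a smaller count need not come from the particular clone left out. Higher calls made up 43.4% of the total here and 75.6% (731 higher and 236 lower) when each array was scaled to a common median.
Single clones stood apart along whole chromosomes, placed by the mouse RefSeq annotation of GRCm38.p6. This look used tested genes with a mean signal above 500. Each shift was taken from the median of all 6 clones, the shifted clone included. In clone 4 the median log2 shift was 0.41 over 329 genes of chromosome 8. In clone 1 it was 0.27 over 502 genes of chromosome 11. Of the probe sets tested on chromosome 11, 51 were lower and 4 higher in the (+)/(+) iPSCs, and of those on chromosome 8, 18 were higher (1.74%) and 6 lower. Other chromosomes were uneven too, with 27 higher (3.50%) and 6 lower on chromosome 13, where no block stood apart, and 2 higher and 18 lower on chromosome 17, where 1 block (Hspa1b to Abcf1) was raised by 0.25 in clone 2. On chromosome 6, where parts were shifted in clones 1, 2 and 3, 29 were lower and 18 higher. With the genes of chromosomes 6, 8, 11 and Y left out, an alternative chosen after the data were examined, 340 probe sets were higher and 421 lower, and without clones 1 and 4 there were 510 of each.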

Gene ontology analysis highlighted biological functions for the differentially expressed genes (DEGs) (Table S3), and scatterplots revealed DEGs (>2.5-fold change, t test, p < 0.05, average signal value >500; Figure 3E). 

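With a difference of more than 2.5-fold between the mean signals, an adjusted p under 0.05 from limma and a mean signal above 500 over the 6 arrays, 31 probe sets were higher and 5 were lower in the (+)/(+) iPSCs. Of the 31, 16 are annotated to genes of the 2-cell embryo or the Zscan4 group, including 1457033_at, whose annotation lists Zscan4a, Zscan4c, Zscan4d and Zscan4f, with signals of 10006 ± 3574 in the (−)/(+) and 27739 ± 1795 in the (+)/(+) clones (SD, n = 3 each), a ratio of 2.77. The probe set 1427479_at, which lists Eif1a with Gm4027 and BB287469, rose from 6538 ± 2211 to 18235 ± 680, whereas a probe set for Eif1a alone had 6617 ± 477 and 8316 ± 524 and did not pass (adjusted p = 0.077). Usp17la, the deubiquitinase gene also called Dub1, rose from 2637 ± 1025 to 10424 ± 403 (adjusted p = 0.0032), and AF067061 from 2929 ± 1027 to 12255 ± 1729 (adjusted p = 0.0032). The probe set 1447377_at, which lists Gm428 among 6 genes, rose from 1177 ± 326 to 3454 ± 702 (adjusted p = 0.0057), and 1442334_at, which lists Gm13040, Gm13043 and Gm13057, from 3926 ± 1206 to 15497 ± 444 (adjusted p = 0.0011). These families have near-identical copies, so a signal can come from several of them.
The 5 lower probe sets, named after their values were seen, are those of Col1a2, Emp1, the proteoglycan gene Bgn (from 1424 to 452), Nisch (from 1125 to 333) and 1451699_at, which is unnamed here. The other probe sets of Bgn were lower as well, while those of Nisch were not all lower, with one at a log2 fold change of 0.13. Without clone 6, 19 probe sets were higher, 10 of them 2-cell-related. With both group means required to exceed 500, 16 were higher and 9 of these were 2-cell-related, and with both required to exceed 1000, 10 were higher and 8 were 2-cell-related.

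**Figure D2:**
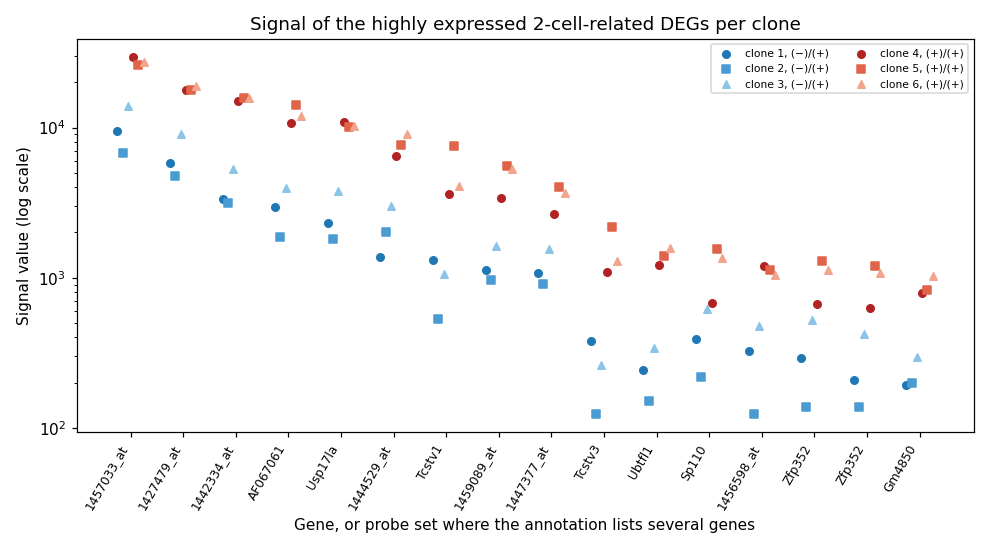
Signal value of each clone (y axis, log scale) for the 16 probe sets of highly expressed 2-cell-related genes (x axis, Zfp352 with 2 probe sets), with blue points for (−)/(+) and red points for (+)/(+) clones. In every probe set the 3 (+)/(+) clones lie above the 3 (−)/(+) clones, and for 1457033_at they lie between 26079 and 29643.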

Interestingly, 12 highly expressed DEGs (>2.5-fold change, t test, p < 0.05, signal value [log2] >9) contained 10 genes that were specifically related to 2-cell embryos, including *Zscan4*, *Eif1a/Eif1a-like*, *Dub1*, and *Gm428* (Amano et al., 2013, Dan et al., 2013). 

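BC080696 is measured by 1445849_at and lies on chromosome 5 in the RefSeq annotation. Its signal was 2198, 1428 and 2630 in (−)/(+) clones 1, 2 and 3 and 8863, 9525 and 10448 in (+)/(+) clones 4, 5 and 6, a log2 fold change of 2.24 (standard error 0.19, adjusted p = 0.0011 from limma). AA645497 has no probe set of its own name in the annotation used here and gets no value. Of the 31 highly expressed probe sets that were higher, 15 name no gene of the fixed list of 2-cell and Zscan4 genes used here. They name no gene in the legend of Figure 3E either. This does not show that the 15 are unrelated to the 2-cell stage. They include Pramel18, 3110040M04Rik and Gm20767 (from 1145 ± 419 to 6040 ± 2166, SD, n = 3 each), whose values lie, read by eye, at a point that Figure 3E labels as 2-cell-related, as well as, named after their values were seen, the water and glycerol channel gene Aqp9 (from 283 ± 99.8 to 823 ± 66.1) and Scd3, a fatty acid desaturase gene (from 476 ± 144 to 1320 ± 144). A second probe set of Aqp9 had a log2 fold change of -0.11. 3 of the 15 are unnamed here, and 1458564_at among them rose from 693 ± 287 to 3612 ± 732.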

Only two genes (*BC080696* and AA645497) were not 2-cell-related genes, which are not annotated genes. We analyzed representative genes expressed in every early developmental stage, and 2-cell genes were specifically expressed (Figure 3F). These data suggest that the (+)/(+) iPSCs are similar to 2-cell stage cells in global gene expression compared with the (−)/(+) iPSCs.

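Among the genes shown by stage in Figure 3F, changes were seen mainly in the 2-cell group. Of its 18 genes, 11 have a probe set of their own here, and 8 of these were higher in the (+)/(+) iPSCs. Tcstv3 rose from a mean signal of 256 to 1517 (log2 fold change 2.56, standard error 0.35, adjusted p = 0.0079), Tcstv1 from 968 ± 398 to 5085 ± 2177 (2.39, adjusted p = 0.0079), Ubtfl1 from 245 ± 94.4 to 1399 ± 186 (2.50, adjusted p = 0.0028) and Tdpoz1 from 50.9 ± 26.1 to 270 ± 32.4 (2.16, adjusted p = 0.0043; SD, n = 3 each). AF067063, Gm4850 and Zfp352 rose by 2.10, 1.89 and 1.79 on the log2 scale. Alyref (Thoc4), Hspa1b (Hsp70.1) and Dcc did not pass, with log2 fold changes of 0.40, 0.34 and 0.11, and Alyref lies on chromosome 11, raised in clone 1, and Hspa1b in the raised block of chromosome 17 in clone 2. None of the 5 oocyte genes, the 4 tested genes of the 1- to 2-cell stage and the 5 morula genes passed. Of the 3 tested genes of the 2- to 4-cell stage, the collagen gene Col3a1 fell by 1.07 (adjusted p = 0.027). Fibroblast markers were mostly lower as well (8 lower and 2 higher of 22 tested), so the fall of Col3a1 is not read as a change of stage. The paper calls the genes of Figure 3F representative and does not state how they were chosen. Because it shows them from the same arrays, their direction is not taken as independent evidence. Leaving out 1 clone ended some calls: that of AF067063 without clone 6 (adjusted p = 0.052), of Zfp352 without clone 1, 2, 4, 5 or 6 (0.052, 0.055, 0.063, 0.12 and 0.16) and of Col3a1 without clone 2, 3, 4, 5 or 6 (0.057, 0.099, 0.077, 0.078 and 0.067).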

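Genes of the 2-cell embryo and the Zscan4 group rose together in the (+)/(+) iPSCs. Of a fixed list of 54 such genes, 17 have a probe set of their own and 15 were bright enough to be tested. Of these, 14 were higher and 0 were lower at an adjusted p under 0.05 from limma (15 higher when adjusted over the list alone), with a median log2 fold change of 1.89. The list includes genes that the study had named from these arrays, which are not independent evidence of its direction. Of the members that the study's panels do not show, Duxf3 and Tmem132c are named after their values were seen: Duxf3, a copy of the 2-cell transcription factor gene Dux, went from 80.6 ± 25.4 to 221 ± 63.9 (log2 fold change 1.29, adjusted p = 0.036) and Tmem132c from 177 ± 40.6 to 465 ± 93.1 (1.32, adjusted p = 0.011; SD, n = 3 each). Spz1, the gene of this list that did not pass, had 62.3 ± 37.8 and 174 ± 20.9 (adjusted p = 0.062). Against all other tested genes, the list was higher in camera (adjusted p = 3.04e-23), a call that was lost when the correlation between its members was estimated (p = 0.019, adjusted p = 0.37 with an estimated correlation). Counted as probe sets, including those annotated to several genes and those of Eif1a, which is not on the list, 26 of 29 tested were higher and 0 lower in limma, and the 3 that did not pass were the probe sets of Eif1a alone and of Spz1. Without clone 2, 5 or 6 the count of higher genes was 9, 8 and 7. From the rise of 2-cell genes, the paper proposes that the (+)/(+) iPSCs resemble cells of the 2-cell stage more than the (−)/(+) iPSCs do.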

### Differentiation Potential of (+)/(+) iPSCs during the Reprogramming Period with the 3i Chemicals

Based on the results of the microarray analysis, which showed that the (+)/(+) iPSCs had higher 2-cell stage gene expression than the (−)/(+) iPSCs, we performed detailed examinations of the expression of 2-cell stage genes in the (+)/(+) iPSCs by qRT-PCR and immunocytochemistry. The expression levels of the 2-cell stage genes (*Zscan4*, *muERV-L*, *Tcstv1*, and *Eif1a/Eif1a-like*) were significantly increased in the (+)/(+) iPSCs compared with the (−)/(+) iPSCs or control iPSCs (Figure 4A). An increased number of Zscan4-positive cells in the (+)/(+) iPSC group was confirmed by immunocytochemistry (Figures 4B, 4C, and S5). These findings suggested that addition of 3i during the reprogramming period, not the maintenance period, enhanced the gene expression pattern of 2-cell stage iPSCs at the mRNA and protein levels.

**Figure 4:**
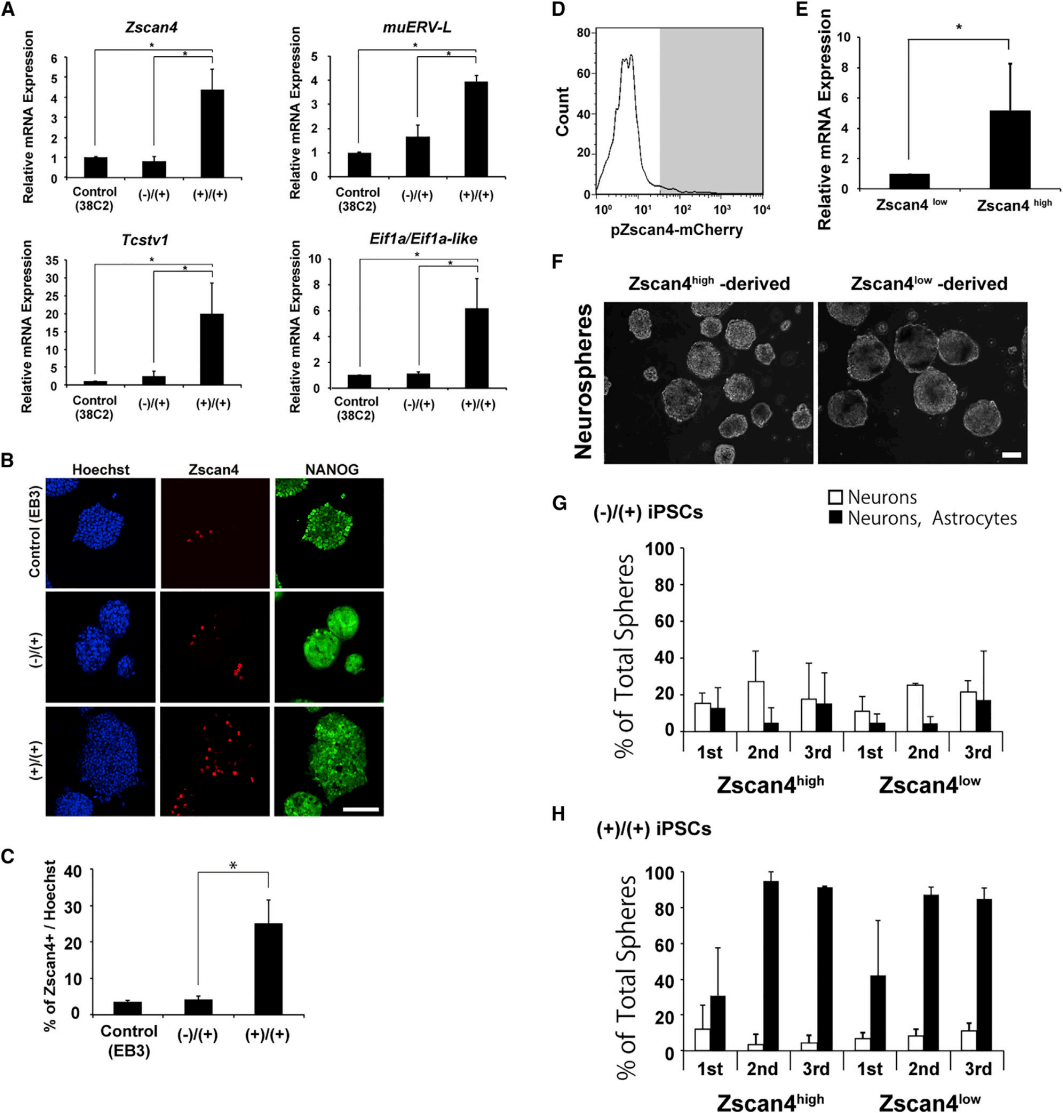
Expression of Genes Associated with the 2-Cell Stage in (−)/(+) and (+)/(+) iPSCs (A) qRT-PCR analysis of 2-cell-related genes in (−)/(+) and (+)/(+) iPSCs (n = 3; ^∗^p < 0.05). 38C2 represents conventional iPSCs. (B) Representative immunocytochemistry images of iPSCs. Nanog expression is indicated by the GFP fluorescence in (−)/(+) and (+)/(+) iPSCs, and the Nanog protein in ESCs is immunostained. Scale bar, 100 μm. (C) Quantitative analysis of Zscan4-positive cells in (−)/(+) and (+)/(+) iPSCs (n = 3; ^∗^p < 0.05). ESCs were used as a control. (D) Zscan4 high or low cells were sorted using a BD FACSAria III cell sorter. (E) Expression of *Zscan4* in sorted cells was verified by qRT-PCR (n = 3; ^∗^p < 0.05). (F) Representative images of Zscan4^high^ iPSC- and Zscan4^low^ iPSC-derived neurospheres. Scale bar, 100 μm. (G and H) Differentiation efficiency of the first, second, and third neurospheres derived from Zscan4^high^ and Zscan4^low^ iPSCs. The results for the (−)/(+) iPSCs (G) and (+)/(+) iPSCs (H) are shown. The frequency of colonies consisting of neurons (βΙΙΙ-tubulin) and/or astrocytes (GFAP) was evaluated by immunocytochemistry and is presented as the percentage of positive colonies (n = 3).

It has been reported that a small fraction of cells that express 2-cell stage genes exist among undifferentiated pluripotent cells (Falco et al., 2007, Macfarlan et al., 2012), even in conventional culture conditions. We next sought to determine whether these 2-cell stage gene-positive cells in the (−)/(+) PSC group were identical to the rapidly differentiating cells observed in the (+)/(+) iPSC group. When both populations were identical, the 3i chemicals during the reprogramming period simply increased the 2-cell stage gene-positive cells in the (+)/(+) iPSC population.

To characterize the cells with high 2-cell stage gene expression, we isolated these cells using the pZscan4-mCherry reporter, as a previous report showed that Zscan4-positive cells highly expressed other 2-cell genes and showed similar oscillations in the expression of these genes (Amano et al., 2013, Zalzman et al., 2010). A plasmid containing the pZscan4-mCherry reporter and a PGK-Neomycin resistance gene was transiently transfected into (−)/(+) and (+)/(+) iPSCs; these cells were selected with G418 and sorted into Zscan4-mCherry-high (Zscan4^high^) or *Zscan4-*mCherry-low (Zscan4^low^) populations by fluorescence-activated cell sorting (Figure 4D). qRT-PCR analysis revealed that the Zscan4^high^ cells expressed approximately 5-fold more *Zscan4* that the Zscan4^low^ cells (Figure 4E). Then, we generated neurospheres using Zscan4^high^ or Zscan4^low^ cells from the (−)/(+) iPSCs. The frequencies of gliogenic sphere formation from mature NSCs were relatively low and were similar between the Zscan4^high^ and Zscan4^low^ cells, while the Zscan4^low^ cells from the (+)/(+) iPSCs mainly give rise to mature gliogenic neurospheres, as did the Zscan4^high^ cells from the (+)/(+) iPSCs (Figures 4F–4H). These data suggested that Zscan4^high^ cells were present in (−)/(+) iPSC group but that the Zscan4^high^ cells were distinct from those of the (+)/(+) iPSCs. Presumably, this difference was already determined during the reprogramming period with 3i chemicals. An increased number of Zscan4^high^ cells in the (+)/(+) iPSC group suggested that the (+)/(+) iPSCs were stable at a distinct status, where 2-cell stage markers were expressed, compared with the (−)/(+) iPSCs.

## Discussion

In this study, we showed that exposure to 3i chemicals during a reprogramming period altered the differentiation potentials of generated iPSCs and that these potentials could not be changed by 3i exposure once reprogramming was completed. It remains controversial whether these chemicals, including FGF-MAPK cascade/GSK3β inhibitors, which induce ground-state pluripotency in PSCs, can improve the differentiation potentials of PSCs (Chan et al., 2013, Gafni et al., 2013, Takashima et al., 2014, Theunissen et al., 2014, Valamehr et al., 2014). Although many chemical compounds have been reported for facilitating reprogramming or sustaining pluripotency (Huangfu et al., 2008, Li et al., 2010, Mali et al., 2010, Silva et al., 2008, Zhu et al., 2010), it is not fully known whether iPSCs generated with these chemicals had similar differentiation potentials compared with conventional iPSCs in both mice and humans.

Before the 3i chemicals were discovered to maintain PSC pluripotency (Ying et al., 2008), ESCs with chimera-forming ability had been established only in mice (Evans and Kaufman, 1981) because it was very difficult to maintain the pluripotent states of cells from other species. However, using 3i, ESCs have been established from rats (Buehr et al., 2008), indicating that these ESCs could not be maintained without the support of 3i. Even in the murine cells that we have analyzed in this study, the number of iPSC colonies was significantly increased with 3i during the reprogramming period. Therefore, it is likely that cells that cannot be reprogrammed and maintained in pluripotency without 3i chemicals correspond to the increased population in 3i-treated reprogramming. Our data showing that (+)/(+) iPSCs quickly lost their pluripotency without 3i (Figure S4) might support this hypothesis.

We previously reported that fibroblasts can be directly converted into NSCs through partially reprogrammed intermediates by the brief expression of Yamanaka factors. Furthermore, we reported that these induced NSCs (diNSCs) are highly gliogenic, even at an early passage, whereas ESC-derived neurospheres generate mostly neurons and a few astrocytes. These observations suggest that diNSCs can develop into mature NSCs more rapidly along with NSCs derived from mouse brains (Matsui et al., 2012). It has also been reported that hepatocytes derived from partially reprogrammed intermediate cells mature more efficiently than those derived from iPSCs (Zhu et al., 2014). These observations also suggested that bypassing the iPSC state can induce rapidly differentiating cells because clonal isolation of iPSCs may result in loss of these cells due to long-term exposure to the severe selective culture condition.

Here, we have clearly shown that there are distinct differentiation/maturation potentials between (+)/(+) and (−)/(+) iPSCs that can be determined by the culture condition during a reprogramming period, not during a maintenance period. Another study that examined early differentiation using EB formation has shown that the differentiation potential of iPSCs can be changed by SB431542, ascorbic acid, thiazovivin, and PD0325901 during the reprogramming period (Park et al., 2015). Interestingly, our results have also shown that differentiation from (+)/(+) iPSCs is accelerated toward all three germ layers in comparison with (−)/(+) iPSCs. Several previous reports have shown that epigenetic memories influence biased and insufficient differentiation potentials in PSCs (Kim et al., 2010b, Koyanagi-Aoi et al., 2013, Polo et al., 2010). Moreover, FGF4-MAPK/GSK3β inhibitors affect the global methylation profile (Leitch et al., 2013) in PSCs, and it has been suggested that treatment with 3i during a reprogramming period might induce irreversible epigenetic changes in iPSCs.

We found that the expression of 2-cell stage genes including *Zscan4* was significantly different between (+)/(+) and (−)/(+) iPSCs. Although one previous report demonstrated that the addition of 2i to established iPSCs promotes the expression of 2-cell genes (Cerulo et al., 2014), the Zscan4 expression levels in both (−)/(+) iPSCs and control ES/iPSCs were similar in this study. Our data also showed that the amount of Zscan4 in each iPSC did not affect the iPSC differentiation potential; these characteristics had already been determined during the reprogramming period. This finding seems to be compatible with the previous report mentioning that forced expression of Zscan4 during reprogramming improved differentiation potentials of iPSCs as evaluated by the tetraploid complementation assay (Jiang et al., 2013). These 2-cell stage genes are not the markers that predict the rapid differentiation potential of each iPSC. Identification of these preventative markers will be useful for isolating rapidly differentiating iPSCs from conventional iPSC clones. However, it is significant that (+)/(+) iPSCs are stable at a distinct stage with higher expression levels of 2-cell stage genes compared with (−)/(+) iPSCs. However, DNA were hypermethylated in (+)/(+) iPSCs. In the development of the early embryo, the total amount of genomic methylation is gradually decreased toward the blastocyst stage (Wu and Zhang, 2014). These data suggested that the (+)/(+) iPSCs, which are hypermethylated, are at a younger stage compared with (−)/(+) iPSCs. Transient histone acetylation in heterochromatin as well as DNA demethylation have reported to occur during the activation of 2-cell stage genes in ESCs (Akiyama et al., 2015), although it remains unclear whether these epigenetic modifications influence accelerated differentiation potentials of (+)/(+) iPSCs.

In summary, our study demonstrated that the use of 3i chemicals—PD184352, CHIR99021 and SU5402—during a reprogramming period induces accelerated differentiation/maturation potentials in murine iPSCs that are stable at a distinct state with increased expression of 2-cell stage markers and highly methylated profile that is likely to be primitive compared with those without 3i chemicals. Whether naive human iPSCs have a superior differentiation ability to primed hiPSCs remains controversial in the field of regenerative medicine. Our observations may support the hypothesis that PSCs that are stable at a distinct stage have an accelerated and non-biased differentiation potential compared with those at a lower stage.

## Experimental Procedures

The teratoma assay was performed in accordance with the Guidelines for the Care and Use of Laboratory Animals of Keio University (assurance no. 09169). Chimera formation was performed in accordance with the Guidelines for the Care and Use of Laboratory Animals of Juntendo University (assurance no. 300083).

### iPSC Generation

Murine iPSC generation was performed as described previously with slight modifications. In brief, 3.6 × 10^6^ Plat-E packaging cells were seeded per 100-mm dish, and, the next day, these cells were transfected with pMXs retroviral vectors (encoding *Oct 3/4*, *Klf4*, *Sox2*, and *c-Myc*; Addgene) using the Fugene 6 transfection reagent (Roche). At this time, we also transfected dsRed to ascertain silencing of the transgenes after colony formation. Virus-containing medium supplemented with 4 μg/mL Polybrene was added to 8 × 10^5^ MEFs, and MEFs were re-seeded on SNL feeder cells 4 days after infection. Approximately 3 weeks after the transduction, iPSC colonies were picked and expanded. (+)/(+) iPSCs were treated with 3i beginning 2 days after the transduction, while (−)/(+) iPSCs were treated with 3i after colony isolation (approximately 3 weeks after the transduction).

### Quantification of Reprogramming Efficiency

For quantification of the reprogramming efficiency of murine cells, 1 × 10^5^ transduced MEFs were re-seeded into six-well plates (Nunc). Twenty-one days after the transduction, the number of *Nanog*-EGFP^+^ and dsRed^−^ ESC-like colonies was counted.

### *In Vitro* Neural Differentiation of iPSCs

iPSCs were dissociated with TrypLE Select (Life Technologies) and suspended at a density of 1 × 10^5^ cells/mL in a serum-free media hormone mix (MHM) medium supplemented with B27 (Life Technologies), 1,000 U/mL LIF (Nakalai Tesque) and 20 ng/mL FGF2 (PeproTech) to form neurospheres. Neurospheres were passaged repeatedly every 5–7 days by enzymatic dissociation into single cells in the same culture medium. For sphere formation assays, neurospheres were dissociated and plated at 1 × 10^4^ cells/mL in 96-well ultra-low plates, and the number of formed spheres per well was counted after 7 days. For neural differentiation assays, neurospheres were seeded on poly-L-ornithine and fibronectin-coated chambers and cultured for 7 days in MHM medium supplemented with B27 and 1% FBS.

### Global Gene Expression Analysis

Total RNA purification was performed using TRIzol reagent and a RNeasy Mini Kit (QIAGEN). Global gene expression analysis was performed using Affymetrix Gene Chip Mouse Genome 430 2.0 as per the manufacturer's protocol. The microarray signals were quantified using the MAS 5.0 method. Hierarchical clustering and heatmaps were designed using the R package and Bioconductor. Distances (=1 – Spearman's correlation coefficient) were calculated using the R package. PCA and scatterplots were designed using GeneSpring GX. Gene ontology analysis was performed through the use of QIAGEN's Ingenuity Pathway Analysis (QIAGEN Redwood City, www.qiagen.com/ingenuity).

## Author Contributions

K.N., T. Shiga, H.O., and W.A. designed the experiments, analyzed the data, and wrote the manuscript. K.N. and T. Shiga performed most of the experiments and analyzed the data. T.A. and M.S.H.K. designed and made the reporter construct. S.S. performed fluorescence-activated cell sorting analysis. E.N. and N.T performed chimera formation experiments. T. Sasaki analyzed MBD-seq data. All the authors read and approved the final version of the manuscript. H.O. is a founding scientist and a paid member of the Scientific Advisory Board of San Bio and K Pharma. All other authors declare that they have no competing interests.

# Supplementary material for: Induced Pluripotent Stem Cells Reprogrammed with Three Inhibitors Show Accelerated Differentiation Potentials with High Levels of 2-Cell Stage Marker Expression
**Source:** Stem Cell Reports. 2019 Jan 31;12(2):305–18. doi: 10.1016/j.stemcr.2018.12.018
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Tables S1–S5

**Stem Cell Reports, Volume 12**

## **Supplemental Information**

### **Induced Pluripotent Stem Cells Reprogrammed with Three Inhibitors Show Accelerated Differentiation Potentials with High Levels of 2-Cell Stage Marker Expression**

**Koji Nishihara, Takahiro Shiga, Eri Nakamura, Tomohiko Akiyama, Takashi Sasaki, Sadafumi Suzuki, Minoru S.H. Ko, Norihiro Tada, Hideyuki Okano, and Wado Akamatsu**

## **Supplemental Experimental Procedures**

### **Cell culture**

Mouse embryonic fibroblasts (MEFs) were derived from E13.5 embryos from homozygous *Nanog*-EGFP transgenic mice (a kind gift from Dr. Okita (and Dr. Yamanaka) of Kyoto University). MEFs were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS), L-glutamine, penicillin, and streptomycin. We used MEFs to generate iPSCs between passages 3 and 5. Established iPSCs were cultured in mouse ES cell medium (DMEM containing 15% FBS, 1,000 U/ml of leukemia inhibitory factor (LIF) (Nakalai Tesque), a nonessential amino acid solution, L-glutamine,  $\beta$ -mercaptoethanol, penicillin and streptomycin) on mitomycin-C-treated SNL feeder cells and treated with or without small molecule inhibitors known as 3i (0.8  $\mu$ M MEK inhibitor PD184352, 2  $\mu$ M FGF-R inhibitor SU5402 and 3  $\mu$ M GSK-3 $\beta$  inhibitor CHIR99021). All experiments were conducted at passages 6-18. A previously established murine iPSC clone (38C2) generated from a *Nanog*-GFP mouse was also used as a control iPSCs.

### **Immunocytochemistry and Alkaline Phosphatase (AP) staining**

For immunocytochemical analysis, cells were fixed with 4% paraformaldehyde (PFA) in phosphate buffered saline (PBS) for 25 min. The cells were analyzed by immunofluorescence staining using antibodies to the following proteins: Nanog (1:100, ReproCELL), SSEA-1 (500:1, Abcam),  $\beta$  III-tubulin (1:1000, Sigma), GFAP (1:4000, DAKO). Cells were washed with PBS three times, and incubated with an Alexa Fluor 488- or 555-conjugated secondary antibody (1:500, invitrogen). Nuclei were stained with 10  $\mu$ g ml<sup>-1</sup> Hoechst 33258 (Sigma). Images were acquired with Apotome (Zeiss) or LSM-710 confocal (Zeiss) microscopes. AP staining was performed using the Leukocyte Alkaline Phosphatase Kit (Sigma) following the manufacturer's instruction.

### **Teratoma Assay**

To assess teratoma formation, iPSCs were injected into the testis of 7-week-old SCID mice (Charles River Laboratories). Four weeks after transplantation, tumors were dissected and fixed with 4% PFA in PBS. Paraffin-embedded tissue was sectioned and stained with hematoxylin and eosin (H&E) staining. Images were obtained using an Axio Imager M1 microscope (Zeiss). Teratoma Assay were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals of Keio University (Assurance no. 09169).

### **RNA Isolation, Reverse Transcription, and Polymerase Chain Reaction (PCR)**

Total RNA was purified using TRIzol Reagent (Invitrogen) and RNeasy Kit (Qiagen) according to the manufacturer's protocol with slight modifications. First-strand cDNA was synthesized with the SuperScript III First-strand Synthesis System (Invitrogen).

Quantitative real-time PCR reactions were performed using SYBR Premix Ex Taq II (Takara), and transcript levels were determined using a ABI PRISM Sequence detection System 7900HT or ViiA7 (Applied BioSystems). The amount of mRNA was normalized to  $\beta$ -actin mRNA. The primer sequences used in this study are listed in Table S3.

### **Fluorescence-Activated Cell Sorting (FACS)**

We performed fluorescence-activated cell sorting (FACS) to sort iPSCs using a BD FACSAriaIII cell sorter. iPSCs and feeder cells were dissociated and seeded onto gelatin-coated dishes for 20 - 25 min to exclude feeder cells, and the supernatant was harvested and suspended in a diluted mixture of mouse ES medium and PBS. EB3s (ESCs with no fluorescence) and EB3s transfected with a CAG-RFP reporter were used as control cells.

### **MBD-sequencing (MBD-seq)**

iPSCs were purified with FACS via size gating and fluorescence (*Nanog*-EGFP) to remove feeder fibroblasts. Genomic DNA was sonicated to produce fragments, and methylated DNA was captured with an EpiXplore Methylated DNA Enrichment Kit (Takara) according to the manufacturer's protocol. Sequencing libraries were prepared by using a TruSeq ChIP Sample Prep Kit (Illumina). DNA fragments in the MBD-seq library were sequenced by Illumina GAIIX (Illumina) in single-end 75-bp mode. The obtained reads were mapped to mouse reference sequence (mm9) by the BWA program (version 0.6.1), and the mapped data were analyzed by the MACS program in Avadis NGS 1.3.1 (Strand Life Sciences) to detect MBD binding regions. The gene body including 3 kb upstream of the translational start site was treated as the gene region.

### **CGH array**

CGH array was performed according to the Agilent CGH array protocol (v7.5). Genomic DNA was extracted from iPSCs and MEFs using a Qiagen DNeasy Blood and Tissue kit. The array was measured using a SurePrint G3 mouse CGH 4x80K array (TAKARA BIO, Japan).

### **Chimera formation**

Oocytes were collected from B6.albino female mice (Charles River Laboratories Japan, Kanagawa, Japan)

superovulated by intraperitoneal injection of PMSG (Peamex, Sankyo Lifetech Inc., Tokyo, Japan) followed by hCG (Sigma-Aldrich, St. Louis, Missouri, USA) at an interval of 48h, and then fertilized in vitro with spermatozoa from B6.albino male mice (Charles River Laboratories). Mouse blastocysts were obtained from oocytes fertilized in vitro by culturing them for 3.5 days after fertilization. Mouse iPSCs were trypsinized and directly injected 10~15 cells into the cavity of blastocysts. Injections were performed by micromanipulators (Leica, Wetzlar, Germany) with a PMM-150 FU piezo-impact drive unit (Prime Tech Inc., Ibaragi, Japan) using a blunt-ended, mercury-containing injection pipette. Injected blastocysts were transferred to the uterus of a 2.5-dpc pseudopregnant ICR recipient females (Charles River Laboratories Japan) that were mated to vasectomized ICR male mice (Charles River Laboratories Japan). Chimera formation were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals of Juntendo University (Assurance no. 300083).

### **Statistical Analysis**

Data shown are represented as means  $\pm$  SEM. Student's t test was used for comparisons of two groups. p Values <0.05 were considered significant.

### **SUPPLEMENTAL REFERENCES**

Fujimori K, Matsumoto T, Kisa F, Hattori N, Okano H, Akamatsu W. (2017). Escape from Pluripotency via Inhibition of TGF- $\beta$  /BMP and Activation of Wnt Signaling Accelerates Differentiation and Aging in hPSC Progeny Cells. *Stem Cell Reports* 14, 1675-1691.

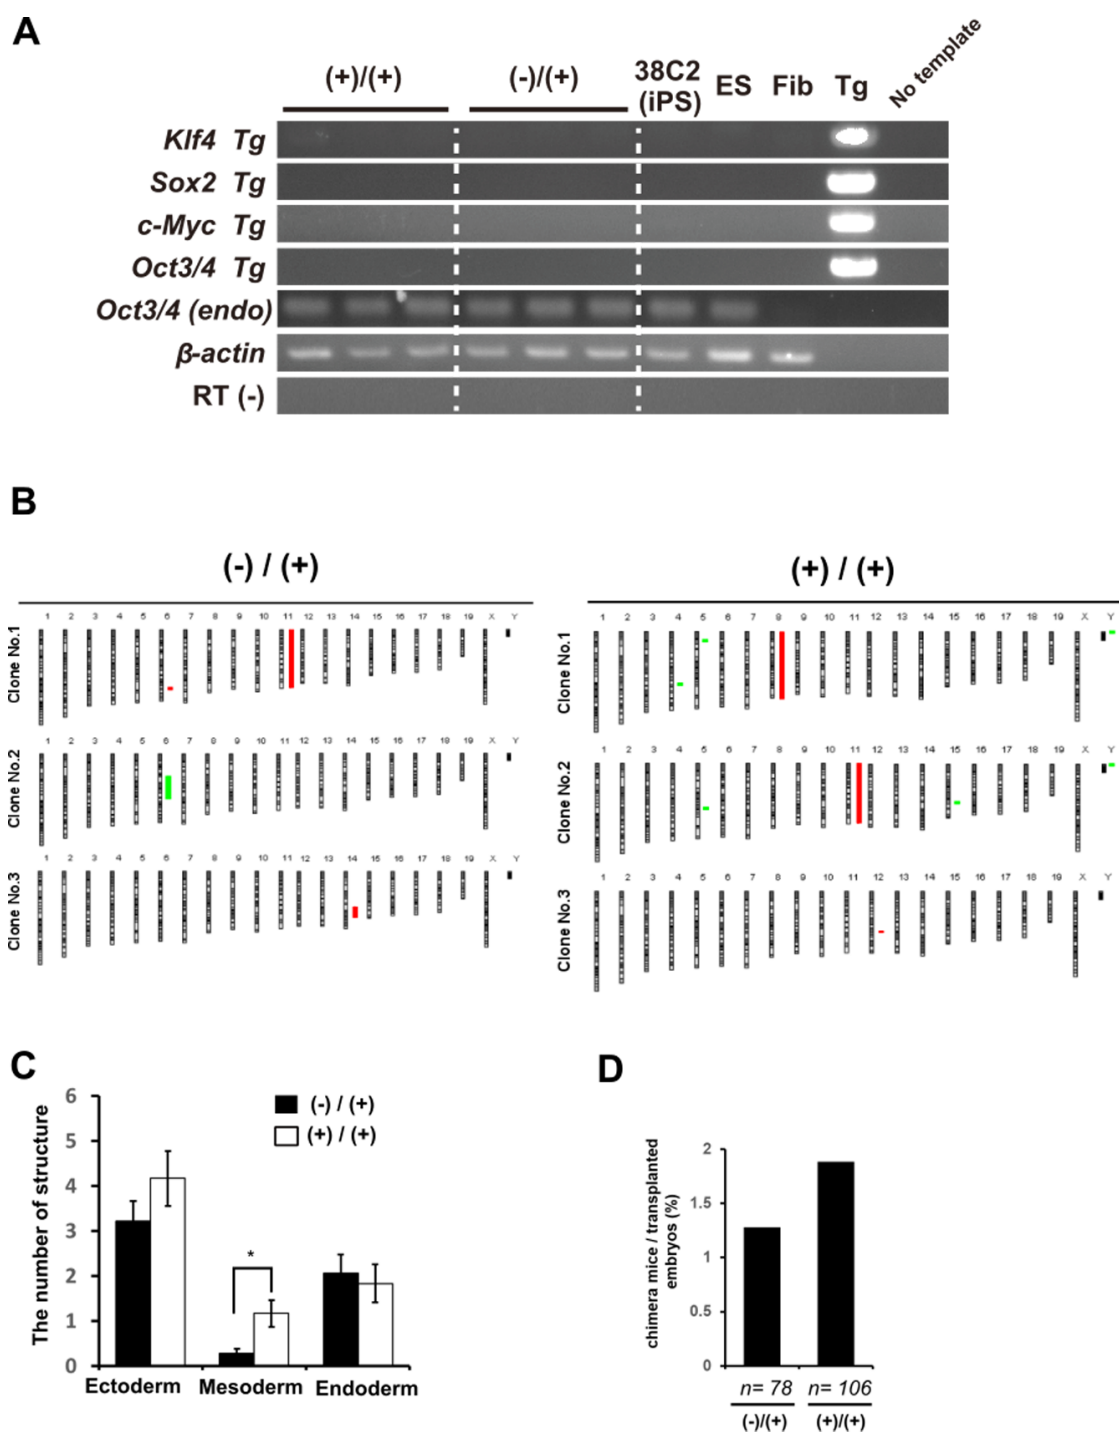

**Figure S1. Expression patterns of transgenes in (-)/(+) and (+)/(+) iPSCs** (A) Total RNA was isolated from each cell type, and RT-PCR analysis was performed using primers amplifying the transgene transcripts (*Klf4*, *Sox2*, *c-Myc*, and *Oct3/4 Tg*), the coding region of endogenous *Oct3/4* (endo) and  $\beta$ -actin (as loading control). Control templates were as follows: 38C2, previously established iPSCs derived from *Nanog*-GFP mouse; ES, EB3 mouse ESCs; Fib, fibroblasts; Tg; pMXs, retroviral vectors of each transgene.(B) Summary of genetic alterations in iPS cell lines based on CGH array. Chromosomal

alteration frequencies are visualized by red lines (amplifications), and green lines represent deletions. (C) Teratomas generated from (-)/(+) and (+)/(+) iPSCs injected into NOD/SCID mice were stained with hematoxylin and eosin. The numbers of differentiated structures from three germ layers (ectoderm: neural epithelium and neural rosettes; mesoderm: cartilage and bone; endoderm: gut-like epithelium with Goblet cells or ciliated structures) were counted from randomly selected 10x visual fields (3 clones of (-)/(+) and (+)/(+) iPSCs, n=6; \*,  $p < 0.05$ ).

(D) Graph shows percentage of chimeric mouse at 4 weeks of age in (-)/(+) and (+)/(+) iPSCs. n indicates the number of embryos transplanted. 2n blastocyst injections. Numbers of animals obtained per total number of transferred embryos are shown.

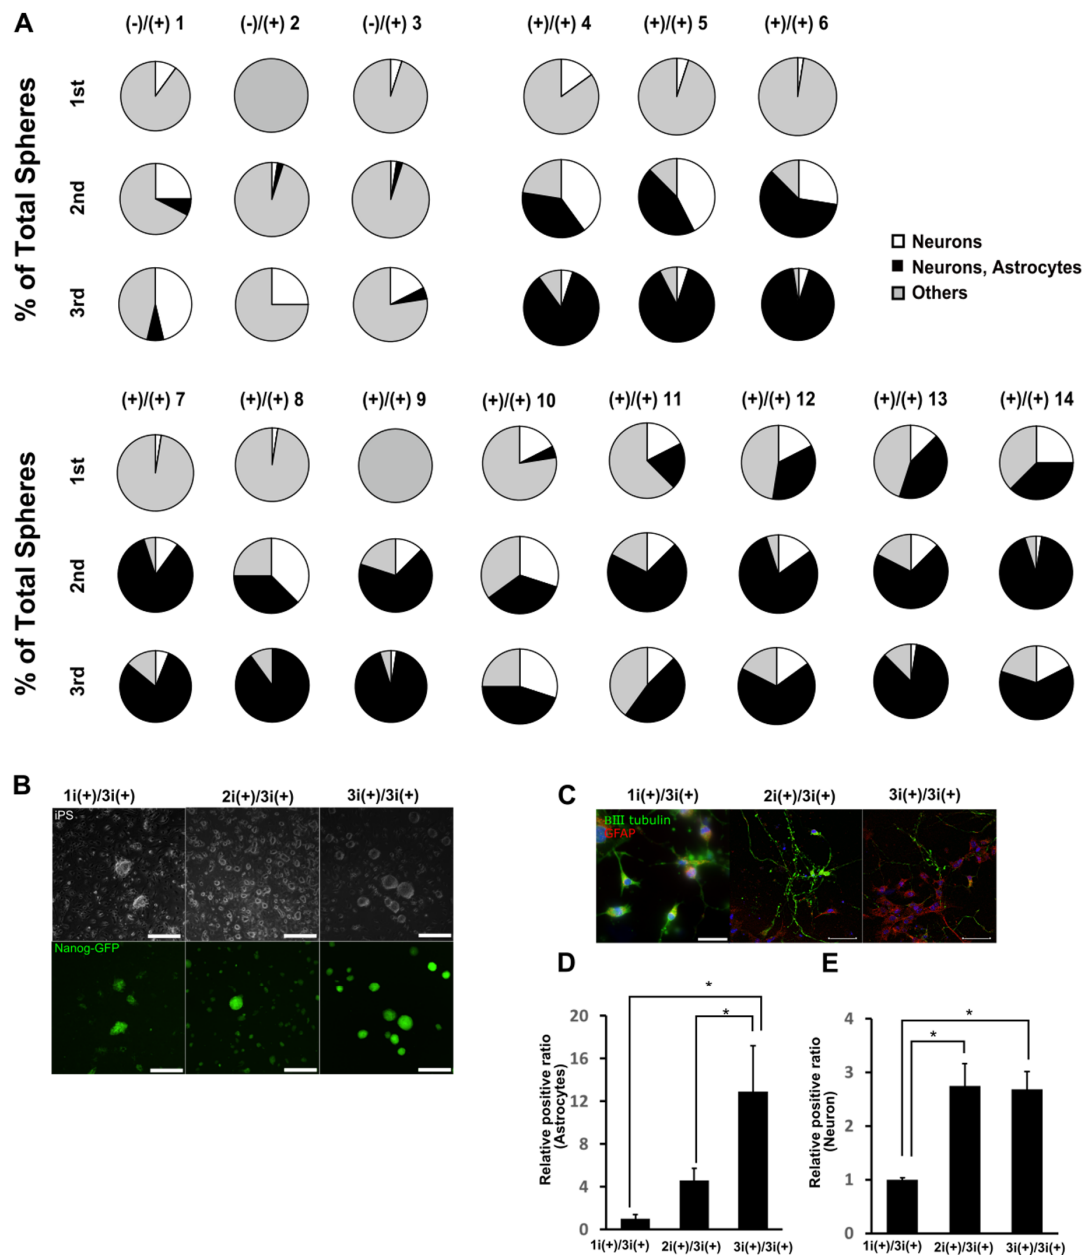

**Figure S2. Differentiation of patterns in 3i, 2i and 1i- reprogramming iPSCs**

(A) Differentiation efficiency of the 1st, 2nd and 3rd neurospheres derived from (-)/(+) (clone 1-3) and (+)/(+) (clone 4-14) iPSCs. The frequency of colonies consisting of neurons ( $\beta$ III-tubulin) and/or astrocytes (GFAP) was evaluated by immunocytochemistry and is presented as the percentage of positive colonies. (B) Morphology and *Nanog*-GFP expression of undifferentiated iPSC colonies reprogrammed with Cyto-Tune-iPS (MBL) in 1i (SU5402), 2i (PD184352 and CHIR99021) and 3i. Scale bar: 200  $\mu$ m. (C) Differentiated neurons and astrocytes were detected by  $\beta$ III-tubulin (green) and GFAP (red)

antibodies. Scale bar: 50 $\mu$ m. (D, E) The differentiation efficiency into astrocytes (D) and neurons (E) from 1i, 2i or 3i reprogrammed iPSCs (1i: n=6, 2i: n=9, 3i: n=8; \*,  $p < 0.05$ ). Immunostained cells were imaged and analyzed using an IN Cell Analyzer 2200 high contents cellular analysis system (GE Healthcare) as described previously (Fujimori et al., 2017).

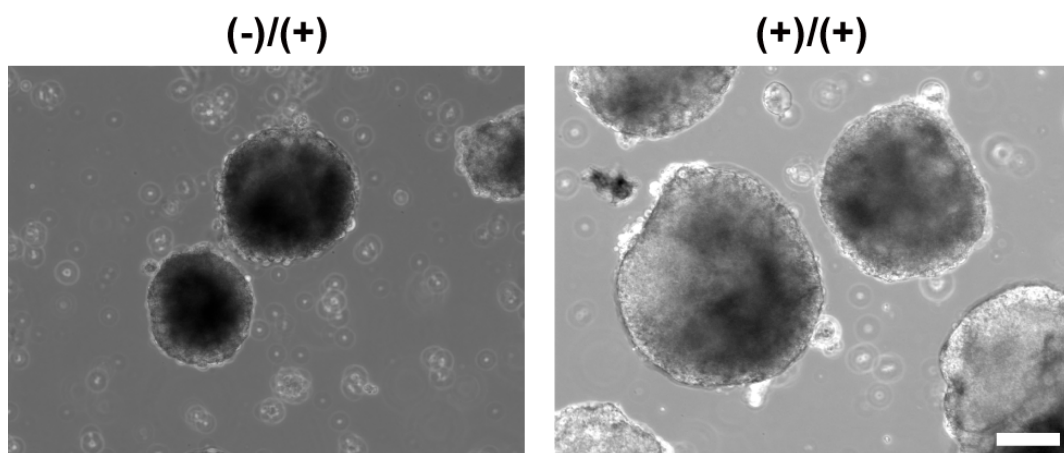

**Figure S3. Representative morphology of EBs derived from (-)/(+) and (+)/(+) iPSC cell lines. Scale bar: 100  $\mu$ m.**

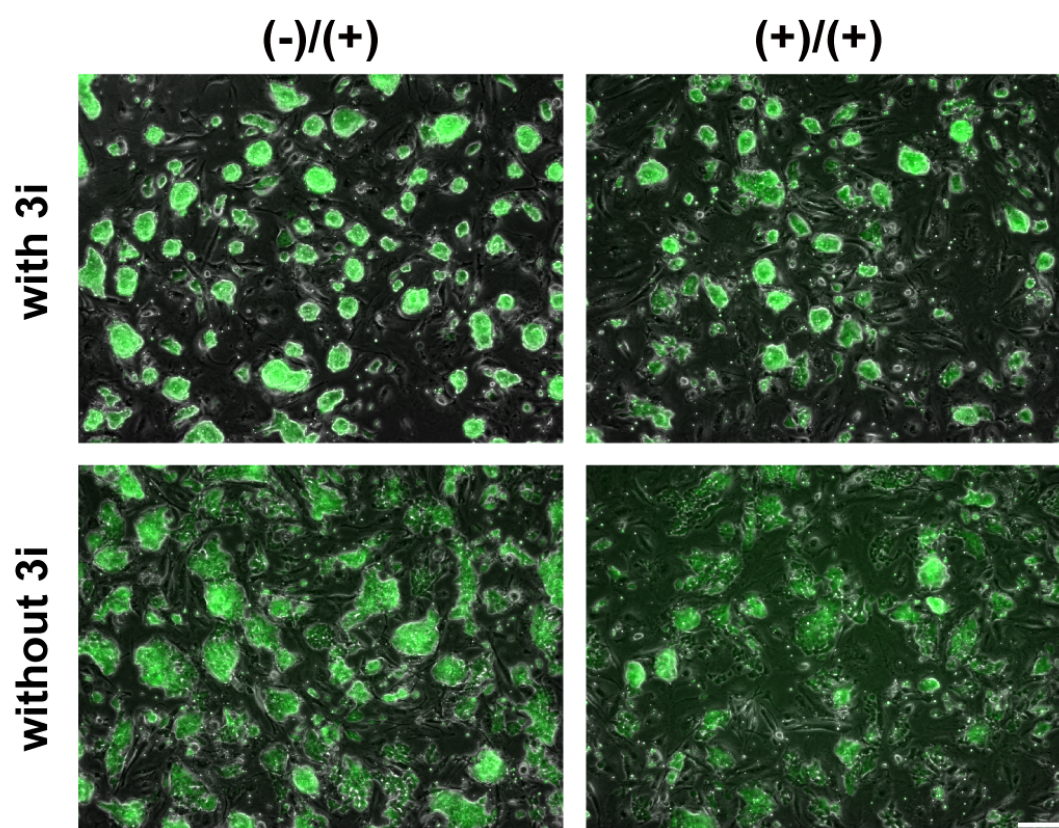

**Figure S4. Representative colony morphology of (-)/(+) and (+)/(+) iPSC cell lines before or after withdrawal of 3i chemicals. Scale bar: 200  $\mu$ m.**

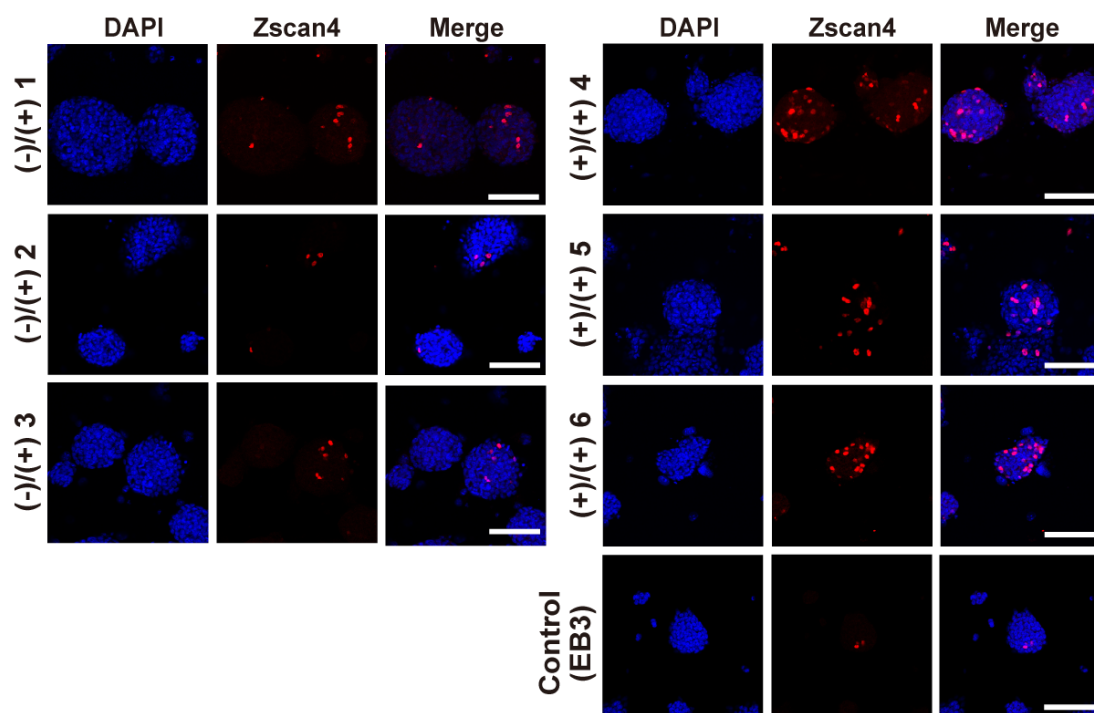

**Figure S5. Representative images of immunocytochemistry of Zscan4 in (-)/(+) and (+)/(+) iPSCs** (n=3, \*, $p < 0.05$ ). ESCs were used as controls.

[illegible][illegible]

| Cell       | Methods | Total reads | mapped reads |        | unmapped reads |        |
|------------|---------|-------------|--------------|--------|----------------|--------|
| mouse-iPS  | (-)/(+) | 53773236    | 45988390     | 85.52% | 7784846        | 14.48% |
| mouse-iPS  | (-)/(+) | 57806362    | 49041112     | 84.84% | 8765250        | 15.16% |
| mouse-iPS  | (-)/(+) | 54591766    | 47091620     | 86.26% | 7500146        | 13.74% |
| mouse-iPS  | (+)/(+) | 55474387    | 47075833     | 84.86% | 8398554        | 15.14% |
| mouse-iPS  | (+)/(+) | 51188601    | 43300760     | 84.59% | 7887841        | 15.41% |
| mouse-iPS  | (+)/(+) | 55114847    | 46748840     | 84.82% | 8366007        | 15.18% |
| fibroblast |         | 50539652    | 43232627     | 85.54% | 7307025        | 14.46% |

**Table S2. Sequencing summary for MBD-seq**

Total reads: total number of reads for raw MBD-seq data in each sample. Mapped reads: number and percentage of MBD-seq reads mapped to mouse genome reference sequence (mm9). Unmapped reads: number and percentage of MBD-seq reads unmapped to mouse genome reference sequence (mm9).

### Top Bio Functions

| Diseases and Disorders                         | p-value             | # of Molecules |
|------------------------------------------------|---------------------|----------------|
| Cancer                                         | 4.86E-06 - 1.09E-02 | 166            |
| Organismal Injury and Abnormalities            | 1.18E-05 - 1.02E-02 | 58             |
| Inflammatory Disease                           | 3.01E-05 - 1.02E-02 | 16             |
| Respiratory Disease                            | 3.01E-05 - 6.91E-03 | 43             |
| Connective Tissue Disorders                    | 7.68E-05 - 1.02E-02 | 40             |
| Molecular and Cellular Functions               |                     |                |
| Cell Morphology                                | 1.52E-06 - 1.04E-02 | 69             |
| Cellular Assembly and Organization             | 1.52E-05 - 1.04E-02 | 75             |
| Cell Cycle                                     | 9.12E-05 - 1.02E-02 | 66             |
| Cell-To-Cell Signaling and Interaction         | 1.72E-05 - 1.10E-02 | 49             |
| Cellular Compromise                            | 1.99E-05 - 1.10E-02 | 24             |
| Physiological System Development and Function  |                     |                |
| Organismal Functions                           | 1.24E-07 - 9.28E-03 | 27             |
| Tissue Morphology                              | 1.24E-07 - 1.04E-02 | 68             |
| Cardiovascular System Development and Function | 2.98E-07 - 1.02E-02 | 75             |
| Organismal Development                         | 2.64E-06 - 1.10E-02 | 122            |
| Tissue Development                             | 1.72E-05 - 1.10E-02 | 120            |

Table S3. Gene ontology analysis of differentially expressed genes (Data represent mean  $\pm$  SD of three biological replicates).

| Gene name                       | Fowrard primer           | Reverse primer           |
|---------------------------------|--------------------------|--------------------------|
| <i>Nanog</i>                    | AGGACAGGTTTCAGAAGCAGA    | CCATTGCTAGTCTTCAACCACTG  |
| <i>Oct3/4</i>                   | CGGAAGAGAAAGCGAACTAGC    | ATTGGCGATGTGAGTGATCTG    |
| <i>Klf4 (Tg)</i>                | GGACCACCTTGCCTTACACA     | TGGCCTGCCCCGGTTATTATT    |
| <i>Sox2 (Tg)</i>                | GGTTACCTCTTCCTCCCACTCCAG | TTATCGTCGACCACTGTGCTGCTG |
| <i>c-Myc (Tg)</i>               | CAGAGGAGGAACGAGCTGAAGCGC | TTATCGTCGACCACTGTGCTGCTG |
| <i>Oct3/4 (Tg)</i>              | CTTTCCTCTGTTCCCGTCA      | GGTAATGGTAGCGACCGGC      |
| <i>Oct3/4 (endo)</i>            | ATTCCCAACGAGAAGAGTATGA   | TCCCTTGCCTTGGCTCACAG     |
| <i><math>\beta</math>-actin</i> | GAAATCGTGCGTGACATCAAAG   | TGTAGTTTC ATGGATGCCACAG  |
| <i>Nestin</i>                   | CCCCTTGCCTAATACCCTTGA    | GCCTCAGACATAGGTGGGATG    |
| <i>Pax6</i>                     | TACCAGTGTCTACCAGCCAAT    | TGCACGAGTATGAGGAGGTCT    |
| <i>Isl1</i>                     | ATGATGGTGGTTTACAGGCTAAC  | TCGATGCTACTTCACTGCCAG    |
| <i>Sox17</i>                    | GATGCGGGATACGCCAGTG      | CCACCACCTCGCCTTTTAC      |
| <i>FoxA2</i>                    | TCCGACTGGAGCAGCTACTAC    | GCGCCACATAGGATGACA       |
| <i>FoxC1</i>                    | CCCCGGACAAGAAGATCACTC    | AGGTTGTGCCGTATGCTGTTC    |
| <i>Flk-1</i>                    | TTTGGCAAATACAACCCTTCAGA  | GCAGAAGATACTGTCACCACC    |
| <i>Zscan4</i>                   | CCTATGTAGCCGTCGCTTTC     | AAGTGGCAATCCACAAGCAT     |
| <i>muERV-L</i>                  | CCCATCATGAGCTGGGTACT     | CGTGCAGAGCCATCAGTAAA     |
| <i>Tcstv1</i>                   | GCCCAGAGTACAAGGTGTTCTAAT | ATTCAATCTTCGGTAGGATCTCAG |
| <i>Eif1a</i>                    | AAGAAGTCTGAAGGCCTATG     | CAGAGAACTTGGAAGGTAGC     |

Table S4. Primers used in this study.

| <b>Antibody</b>      | <b>Source</b> | <b>Catalogue number</b> |
|----------------------|---------------|-------------------------|
| Nanog                | Abcam         | ab80892                 |
| Oct3/4               | Santa Cruz    | SC5279                  |
| Oct4                 | Santa Cruz    | sc9081                  |
| SSEA1                | Abcam         | MC480                   |
| SSEA3                | Abcam         | MC631                   |
| SSEA-4               | Abcam         | MC813                   |
| TRA-1-60             | Millipore     | MAB4360                 |
| TRA-1-81             | Millipore     | MAB4381                 |
| Zscan4               | Abnova        | H00201516-B01P          |
| Eif1a                | Abcam         | ab172623 (177939)       |
| $\beta$ -III-Tubulin | Sigma         | T8660                   |
| GFAP                 | Dako          | N1506                   |

**Table S5. Antibodies used in this study.**

# Supplementary material for: Induced Pluripotent Stem Cells Reprogrammed with Three Inhibitors Show Accelerated Differentiation Potentials with High Levels of 2-Cell Stage Marker Expression
**Source:** Stem Cell Reports. 2019 Jan 31;12(2):305–18. doi: 10.1016/j.stemcr.2018.12.018
**Supplement:** Document S2. Article plus Supplemental Information

# Induced Pluripotent Stem Cells Reprogrammed with Three Inhibitors Show Accelerated Differentiation Potentials with High Levels of 2-Cell Stage Marker Expression

Koji Nishihara,<sup>1,6</sup> Takahiro Shiga,<sup>2,6</sup> Eri Nakamura,<sup>3</sup> Tomohiko Akiyama,<sup>4</sup> Takashi Sasaki,<sup>5</sup> Sadafumi Suzuki,<sup>1</sup> Minoru S.H. Ko,<sup>4</sup> Norihiro Tada,<sup>3</sup> Hideyuki Okano,<sup>1,\*</sup> and Wado Akamatsu<sup>1,2,\*</sup>

<sup>6</sup>Co-first author

<https://doi.org/10.1016/j.stemcr.2018.12.018>

## SUMMARY

Although pluripotent stem cells can generate various types of differentiated cells, it is unclear why lineage-committed stem/progenitor cells derived from pluripotent stem cells are decelerated and why the differentiation-resistant propensity of embryonic stem cell (ESC)/induced pluripotent stem cell (iPSC)-derived cells is predominant compared with the *in vivo* equivalents derived from embryonic/adult tissues. In this study, we demonstrated that iPSCs reprogrammed and maintained with three chemical inhibitors of the fibroblast growth factor 4-mitogen-activated protein kinase cascade and GSK3 $\beta$  (3i) could be differentiated into all three germ layers more efficiently than the iPSCs reprogrammed without the 3i chemicals, even though they were maintained with 3i chemicals once they were reprogrammed. Although the iPSCs reprogrammed with 3i had increased numbers of Zscan4-positive cells, the Zscan4-positive cells among iPSCs that were reprogrammed without 3i did not have an accelerated differentiation ability. These observations suggest that 3i exposure during the reprogramming period determines the accelerated differentiation/maturation potentials of iPSCs that are stably maintained at the distinct state.

## INTRODUCTION

Pluripotent stem cells (PSCs) can theoretically differentiate into derivatives of all three germ layers. Both induced pluripotent stem cells (iPSCs) and embryonic stem cells (ESCs) give rise to lineage-committed somatic stem/progenitor cells and are eventually differentiated into terminally differentiated progenies. Cell replacement therapy, drug screening, and disease modeling are facilitated by the pluripotency and self-renewal ability of these PSCs, which can induce various disease-relevant cell types (Shi et al., 2017; Takahashi and Yamanaka, 2006). However, it is still unclear whether lineage-committed stem/progenitor cells derived from embryonic/adult tissues and PSCs have identical differentiation abilities. A clear difference between tissue- and PSC-derived cells is observed during differentiation into the differentiated progenies. This observation is especially true for human PSCs, where a period of approximately 2–5 months is required for *in vitro* differentiation into hepatocytes (Ma et al., 2013), oligodendrocytes (Numasawa-Kuroiwa et al., 2014), or retinal pigment epithelia (Jin et al., 2011). These observations strongly suggest that the differentiation/maturation of PSC-derived cells is significantly slower than that of equivalents in *in vitro* primary cultures. Regarding neural differentiation *in vitro*, whereas embryonic day 6.5 (E6.5)

mouse epiblast-derived neurospheres acquire a responsiveness to fibroblast growth factor (FGF)/epidermal growth factor (EGF) that is characteristic of mature (committed) definitive neural stem cells (NSCs) after a few passages, ESC-derived neurospheres are unable to acquire FGF dependency, even after recurrent passages without exogenous active Notch transduction (Hitoshi et al., 2004). This slow and inefficient differentiation/maturation of PSC-derived cells leads not only to difficulties in the preparation of the desired cells but also to aneuploidy or tumor formation due to the long *in vitro* cultivation period (Conti and Cattaneo, 2010). However, for the cell-based therapy of several diseases with progressive and changeable features (e.g., spinal cord injury [Nagoshi and Okano, 2017], ischemic stroke [Tornerio et al., 2013], or acute myocardial infarction [Nelson et al., 2009]), rapid preparations of donor cells are necessary due to limited therapeutic windows of time. Therefore, it may be difficult to prepare iPSC-derived cells for autologous and allogeneic transplantations, and cells may need to be selected despite the risk of immunorejection and infection for these diseases. To contribute to the future regenerative medicine, we aimed to solve this problem by establishing iPSCs with fast and efficient differentiation or maturation potentials compared with the iPSCs that are established by current protocols.

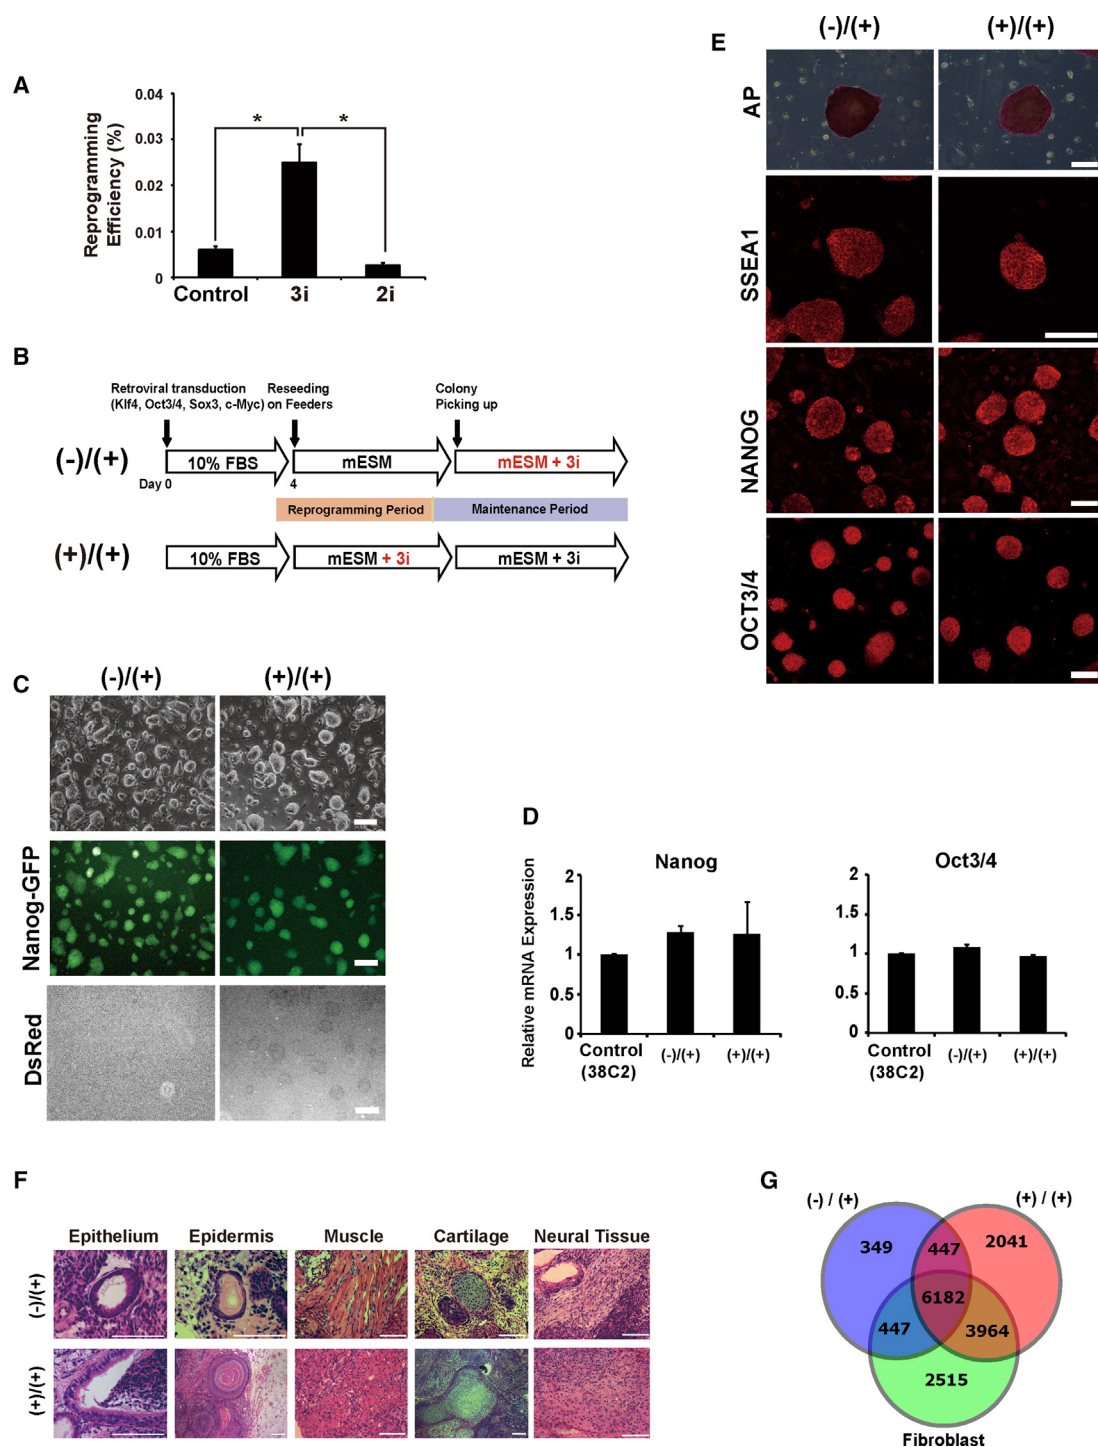

**Figure 1. Generation of Two Groups of Murine iPSCs Using Small Molecules**

(A) The reprogramming efficiency of 3i- or 2i-treated fibroblasts compared with untreated cells is shown. iPSC colonies were identified based on ESC-like morphology and expression of *Nanog-GFP* detected under a fluorescence microscope ( $n = 3$ ;  $*p < 0.05$ ).

(B) The schematic representations of two reprogramming protocols used in this study. In our protocol, *Nanog-GFP* transfected fibroblasts were cultured in 10% FBS medium, re-seeded on feeders, and switched to murine ESC medium. While the 3i chemicals were used only after colonies were picked (maintenance period) in the (-)/(+) condition, the 3i chemicals were used during both the reprogramming phase

(legend continued on next page)

Recent studies have demonstrated that some chemical cocktails containing FGF4- mitogen-activated protein kinase (MAPK) cascade/GSK3 $\beta$  inhibitors (so-called 2i and 3i) contribute to the authentic and homogeneous naive pluripotency of iPSCs (Choi et al., 2017; Marks et al., 2012; Ying et al., 2008) and promote reprogramming efficiency (Silva et al., 2008; Valamehr et al., 2014). Although a few studies have claimed that conversion into a ground (or ground-like) state improves the differentiation potentials of iPSCs (Duggal et al., 2015; Honda et al., 2013), the effect of these chemicals on the differentiation potency of iPSCs remains controversial (Chan et al., 2013; Gafni et al., 2013; Takashima et al., 2014; Theunissen et al., 2014; Valamehr et al., 2014). Given that the mechanism for acquiring pluripotency is drastic epigenetic reprogramming and that the epigenetic memory of the original somatic cells in iPSCs influences their differentiation potential, we hypothesized that the addition of these chemicals during a reprogramming period influenced the *in vitro* differentiation/maturation potential of iPSCs. To test this hypothesis, we generated two groups of murine iPSCs using these chemicals during two different periods (only a maintenance period or both a reprogramming and maintenance period) and found that their differentiation potentials are significantly different.

## RESULTS

### Generation of Murine iPSCs with Pluripotency-Enhancing Chemicals

First, we speculated that the reprogramming period, not the maintenance period, in clonally generated iPSC lines could influence the differentiation/maturation potential. To test whether using chemicals that support cellular reprogramming and/or pluripotency during the reprogramming period could regulate the differentiation potentials of iPSCs, we used these chemicals during cellular reprog-

ramming into iPSCs with different time courses. We used three chemicals that inhibit FGF receptor tyrosine kinase (SU5402), ERK1/2 (PD184352 or PD0325901), and GSK3 $\beta$  (CHIR99021) as representative chemical molecules that support pluripotency (Ying et al., 2008).

First, we tested whether 2i (PD0325901 and CHIR99021) or 3i (PD184352, CHIR99021, and SU5402) had any effects on reprogramming efficiency and on maintenance of pluripotency. We reprogrammed mouse embryonic fibroblasts (MEFs) derived from *Nanog*-GFP-IRES-Puro transgenic mice (Okita et al., 2007) using retroviruses harboring four transcription factors: *Oct3/4*, *Sox2*, *Klf4*, and *c-Myc* (KSOM). dsRed transgenes were also infected simultaneously as an indicator of transgene silencing. We began to add 2i/3i on day 4 after infection because previous reports demonstrated that KSOM-transduced MEFs underwent a mesenchymal-to-epithelial transition around day 5 after infection in the initiation phase, followed by the expression of SSEA1 and NANOG in the maturation phase (Li et al., 2010; Polo et al., 2010). We quantified the number of generated GFP<sup>+</sup> dsRed<sup>-</sup> ESC-like colonies during reprogramming with or without 2i/3i and revealed that 3i increased the number of GFP<sup>+</sup> dsRed<sup>-</sup> ESCs, in the form of colonies, when examined at 3 weeks post-infection, while 2i had no significant effect on colony formation efficiency (Figure 1A). These data suggested that the addition of 3i during the reprogramming period enhanced the reprogramming efficiency and increased the number of colonies compared with the conventional condition without 3i. We hypothesized that the higher number of colonies that appeared with the sequential addition of 3i during the reprogramming and maintenance period would not appear in the conventional condition without 3i. Thus, we used the 3i chemicals as the model for the reprogramming molecules in this study and investigated the relationship between the reprogramming conditions and differentiation potential of iPSCs.

(including the period from day 2 to day 12) and the maintenance phase in the (+)/(+) condition. The 3i chemicals were used at the following concentrations: 3  $\mu$ M CHIR99021, 0.8  $\mu$ M PD184352, and 0.8  $\mu$ M SU5402.

(C) Representative images of iPSC colonies generated using the (-)/(+) or (+)/(+) protocol. Both colony types exhibited a typical ESC morphology and expressed *Nanog*-GFP homogeneously. The silencing efficiency of dsRed, which was transduced together with OSKM as a transgene control while generating the iPSCs, was verified. Scale bar, 100  $\mu$ m.

(D) qPCR for expression of pluripotency markers (*Nanog* and *Oct3/4*) in iPSCs. The averages and SD of three different clones of the (-)/(+) or (+)/(+) iPSC lines are represented. 38C2 is a control iPSC clone that was derived from the same *Nanog*-GFP mouse line ( $n = 3$ ; \* $p < 0.05$ ).

(E) Representative images of AP staining and immunofluorescence staining of pluripotent markers (SSEA1, Nanog, and OCT3/4) in both the (-)/(+) and (+)/(+) iPSC lines. Scale bars, 200  $\mu$ m (AP staining) and 100  $\mu$ m (immunofluorescence staining).

(F) H&E staining of teratomas derived from (-)/(+) or (+)/(+) iPSCs. Cells were transplanted into the testes of severe combined immunodeficiency mice. After 3 weeks, tumors were sectioned. Gut-like epithelial tissues (left), epidermal tissues, striated muscles, cartilage, and neural tissues (right) are shown. Scale bars, 200  $\mu$ m.

(G) The results of comprehensive DNA methylation analysis with MBD-seq. Venn diagram of unique and shared genes with methylated regions among (-)/(+) iPSCs (blue), (+)/(+) iPSCs (red), and fibroblasts (green) ( $n = 3$ , FDR  $< 0.05$ ). Error bars represent mean  $\pm$  SEM from three independent experiments ( $n = 3$ ).

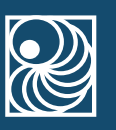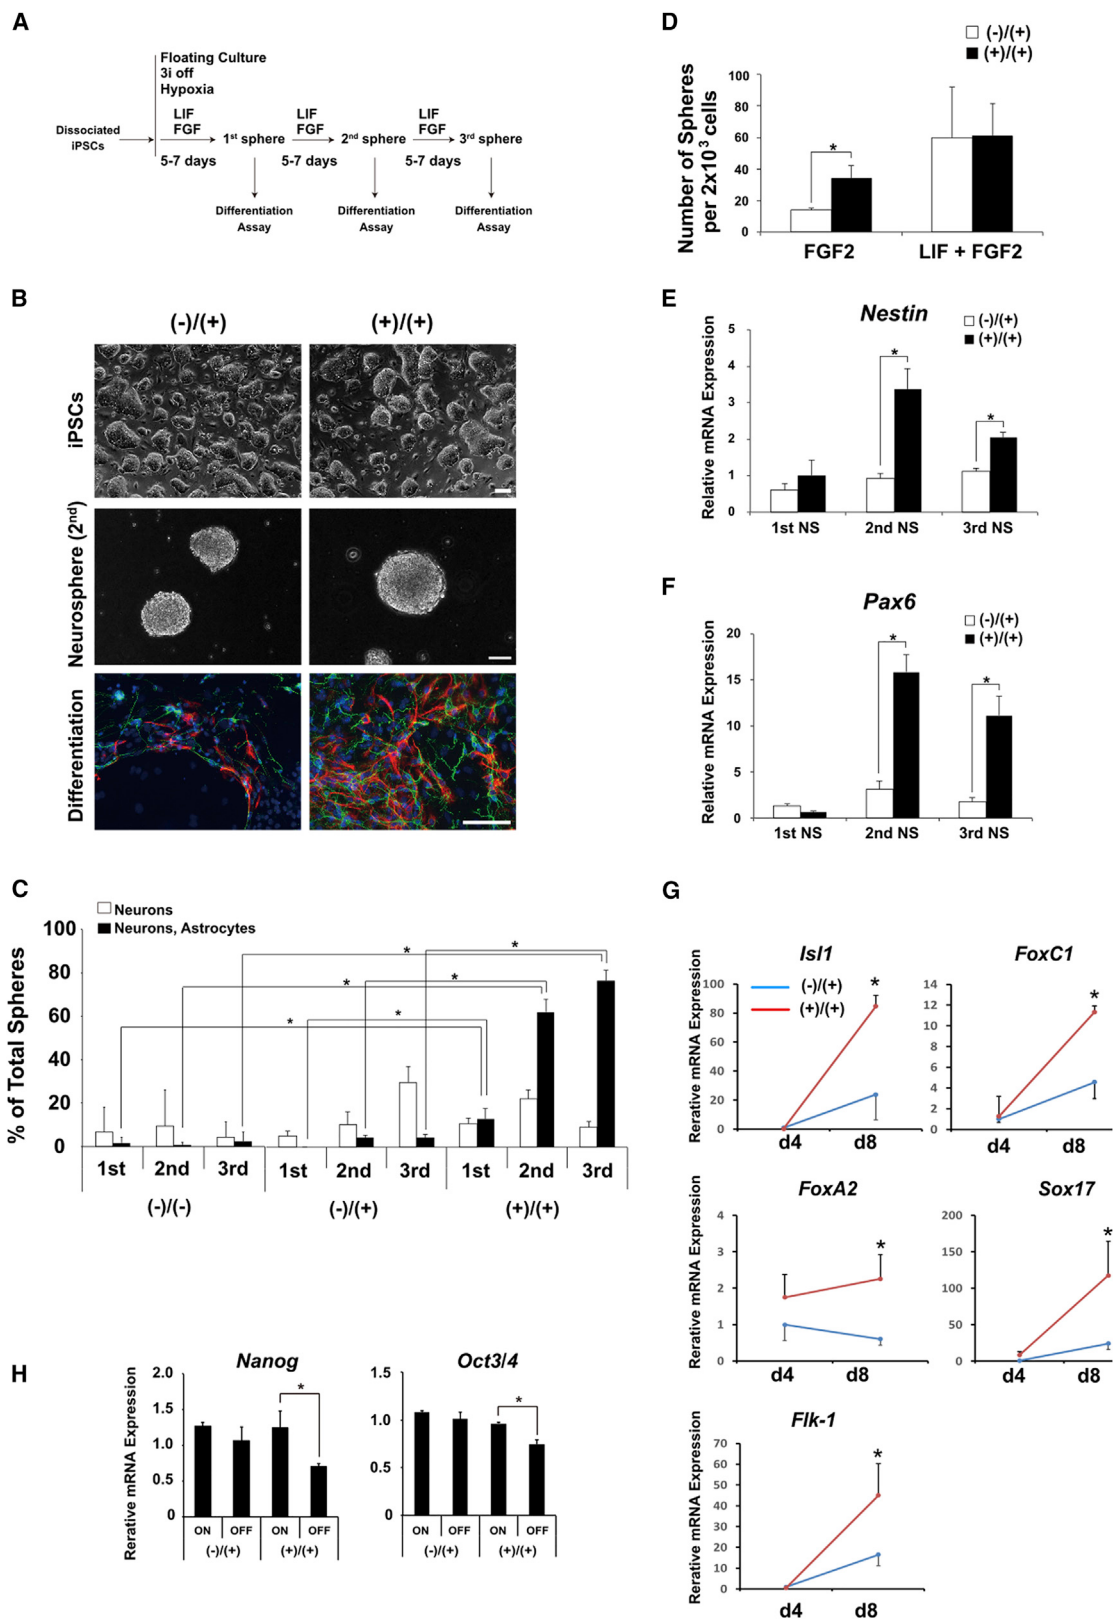

(legend on next page)

To exclude the possibility that the differences between the 3i (–) and 3i (+) iPSCs resulting from 3i usage during the reprogramming phase might be masked by 3i usage during the maintenance phase, both the 3i (–) and 3i (+) iPSCs were maintained with 3i after the reprogramming phase and are denoted as (–)/(+) and (+)/(+) iPSCs, respectively (Figure 1B). We isolated 3 clones of (–)/(+) iPSCs and 11 clones of (+)/(+) iPSCs, and all clones from both conditions exhibited similar morphologies. All clones expressed the *Nanog*-GFP fluorescence reporter but did not express dsRed due to complete silencing of the transgenes (Figure 1C). Three iPSC clones from each group, (–)/(+) and (+)/(+), were analyzed in this study. qRT-PCR analysis showed that the mRNA expression levels of pluripotent cell marker genes *Nanog* and *Oct3/4* were similar to those of control murine iPSCs (38C2), which were derived from *Nanog*-GFP transgenic animals (Okita et al., 2007) (Figure 1D). RT-PCR analysis revealed that the four transgenes were successfully silenced (Figure S1). Both the (–)/(+) and (+)/(+) colonies had a typical ESC morphology and were stained with alkaline phosphatase (AP). The expression of pluripotency markers, including NANOG and SSEA1 in both the (–)/(+) and (+)/(+) colonies was confirmed by immunocytochemical staining (Figure 1E). Teratoma formation analysis demonstrated that all generated iPSCs had similar developmental potentials to differentiate into all three germ layers (Figures 1F and S1C). We also confirmed characteristics of (–)/(+) and (+)/(+) cells as PSCs by blastocyst injection (Figure S1D). Although the efficiency of chimeras seemed relatively low, perhaps due to fetal bovine serum (FBS) usage in iPSCs, high passage numbers (more than 40) and non-biased iPSC clonal selection, we were able to obtain several chimeric animals from (–)/(+) and (+)/(+) cells. CGH array analysis demonstrated

that genetic alteration frequencies were similar between (–)/(+) and (+)/(+) iPSCs (Figure S1B). To examine the global DNA methylation status of (–)/(+), (+)/(+) iPSCs and their original fibroblasts, we performed genome-wide analysis using methyl-CpG-binding domain protein 2 (MBD2)-mediated methylated DNA enrichment followed by deep sequencing (MBD-seq) (Shimamoto et al., 2014). The peaks of mapped tags were defined as methylated regions, and we compared whole-genome methylation levels. The amount of methylated DNA-enriched in (+)/(+) iPSCs was higher than that in (–)/(+) iPSCs and original fibroblasts (Table S2). These results indicated that both the (–)/(+) and (+)/(+) iPSCs were indistinguishable by pluripotency and genomic structures but have distinctly different global methylation statuses.

### Accelerated Differentiation of iPSCs Established with 3i during the Reprogramming Period

Next, we analyzed the maturation and differentiation capacities of NSCs derived from both the (–)/(+) and (+)/(+) iPSC clones. By using the neurosphere formation assay, we evaluated the response to growth factors (FGF2 and leukemia inhibitory factor [LIF]) and the distribution of the differentiated progenies (neurons and astrocytes). As previously reported (Akamatsu et al., 2009; Hitoshi et al., 2002, 2004; Tropepe et al., 2001), pluripotent cells first differentiate into LIF-dependent primitive NSCs (pNSCs) and then gradually lose LIF dependency to develop into FGF-dependent definitive NSCs (Tropepe et al., 2001). The schematic schedule for neural differentiation is shown in Figure 2A. After separating from the feeder cells, iPSCs were dissociated into a low-density single-cell suspension. Dissociated iPSCs were converted to pNSCs in the presence of LIF. Then, pNSCs formed primary neurospheres after

### Figure 2. Differentiation Potentials of iPSCs Generated with or without the 3i Chemicals

(A) Schematic representation of the strategy for differentiation of iPSCs to the neural lineage. iPSCs were dissociated and cultured using a suspension method to form neurospheres that were treated with LIF and basic FGF2. The resulting neurospheres were transferred onto a poly-L-ornithine/fibronectin-coated chambered slide glass to differentiate into neurons and astrocytes.

(B) Representative images of (–)/(+) and (+)/(+) iPSCs, iPSC-derived neurospheres, and immunocytochemical stains of neural cell marker proteins in the differentiated neuronal and glial cells derived from neurospheres are shown. Scale bars, 100  $\mu$ m.

(C) Differentiation efficiency of the first, second, and third neurospheres derived from (–)/(–), (–)/(+), and (+)/(+) iPSCs. The frequency of colonies consisting of neurons ( $\beta$ III-tubulin) and/or astrocytes (GFAP) was evaluated by immunocytochemistry and is presented as the percentage of positive colonies ( $n = 3$ ; \* $p < 0.05$ ).

(D) Second neurospheres derived from (–)/(+) or (+)/(+) iPSCs were dissociated (to a final cell density of 10 cells/ $\mu$ L) and grown to form neurospheres in the presence of LIF + FGF2 or FGF2 alone. The number of subcloned spheres per  $2 \times 10^3$  cells is shown ( $n = 3$ ; \* $p < 0.05$ ).

(E and F) mRNA expression of markers for neural progenitors, *Nestin* (E) and *Pax6* (F) in the first, second, and third neurospheres was analyzed by qRT-PCR. The data are presented as the expression relative to that in (–)/(+) iPSCs ( $n = 3$ ; \* $p < 0.05$ ).

(G) Gene expression of early mesodermal (*Isl1* and *FoxC1*) and endodermal (*Sox17*, *FoxA2*, and *Flk-1*) markers in EBs derived from (–)/(+) and (+)/(+) iPSCs was analyzed by qRT-PCR. The data are presented as the expression relative to that in (–)/(+) iPSC-derived EBs on day 4 ( $n = 5$ ; \* $p < 0.05$ ).

(H) Relative mRNA expression of pluripotency markers (*Nanog* and *Oct3/4*) in (–)/(+) and (+)/(+) iPSCs before or after withdrawal of 3i chemicals. The averages and SD of three different clones of (–)/(+) or (+)/(+) iPSC clones are represented ( $n = 3$ , \* $p < 0.05$ ). Error bars represent mean  $\pm$  SEM from three or five independent experiments ( $n = 3$  or 5).

cultivation for 5–7 days in serum-free medium containing LIF and FGF2. To form secondary and tertiary neurospheres, floating spheres were dissociated into single cells and cultured in the serum-free medium that contained LIF and FGF2. Secondary and tertiary neurospheres appeared 5–7 days after passaging.

Both the (–)/(+) and (+)/(+) iPSC clones formed floating spheres that were morphologically similar to each other (Figure 2B, upper and middle panels). To compare the differentiation capacity of the NSCs derived from the (–)/(+) and (+)/(+) iPSCs, the primary, secondary and tertiary neurospheres were dissociated and subjected to 7 days of adherent culture without growth factors to undergo neural differentiation (Figure 2B, lower panels). The frequencies by which neurospheres gave rise to neurons and/or astrocytes were quantified by immunocytochemistry using anti- $\beta$ III-tubulin and GFAP antibodies, respectively (Figures 2C and S2A). As another control, we analyzed NSCs derived from (–)/(–) iPSC clones that were considered as conventional iPSC clones that were generated and maintained without 3i chemicals. The primary neurospheres derived from (–)/(+) iPSC clones mainly gave rise to neurons, and few primary neurospheres that generated astrocytes were found. Although astrocytes were found in the differentiated cells from the secondary and tertiary neurospheres, frequency was very low (Figures 2C and S2A). We also examined the differentiation properties of tertiary neurospheres derived from iPSCs reprogrammed with 1i (SU5402) and 2i (PD184352 and CHIR99021). Neither 1i nor 2i iPSCs exhibited similar accelerated differentiation into neurons and astrocytes as 3i (+)/(+) iPSCs, suggesting that 3i reprogramming has the largest effect on acceleration of differentiation of iPSCs (Figures S2B and S2E).

These results were similar to those previously described for ESCs (Naka et al., 2008; Okada et al., 2008), suggesting that NSCs in the primary neurospheres derived from iPSCs have early neurogenic characteristics as do those from ESCs.

In contrast, neurospheres derived from (+)/(+) iPSC clones gave rise to a significantly increased number of astrocytes at all passages compared with those from the (–)/(+) and (–)/(–) iPSCs. Interestingly, the number of gliogenic neurospheres from the (+)/(+) iPSCs were rapidly increased during the neurosphere passages, suggesting that early neurogenic NSCs in the (+)/(+) neurospheres could develop into gliogenic mature NSCs more rapidly and efficiently than the NSCs in the (–)/(+) neurospheres. Next, we evaluated the response to growth factors in NSCs derived from the (–)/(+) and (+)/(+) iPSCs. The secondary spheres derived from the (–)/(+) and (+)/(+) iPSCs were dissociated to form tertiary spheres in the presence of LIF plus FGF2 or FGF2 alone. The neurospheres that appeared in the presence of LIF and FGF2 were considered to reflect

the total number of NSCs in the dissociated cells, while neurospheres that appeared in the presence of FGF2 alone reflected the number of FGF2-dependent mature definitive NSCs (Akamatsu et al., 2009). While both the (–)/(+) and (+)/(+) NSCs formed a similar number of tertiary neurospheres in the presence of both LIF and FGF2, the (+)/(+) NSCs formed a significantly increased number of tertiary neurospheres compared with the (–)/(+) NSCs in the absence of LIF (Figure 2D). These data suggested that the (+)/(+) iPSCs developed into definitive NSCs more rapidly than the (–)/(+) iPSCs in terms of responsiveness to growth factors.

To evaluate the development of (–)/(+) and (+)/(+) NSCs per gene expression, we used qRT-PCR to measure the relative mRNA expression levels of neural progenitor markers (*Nestin* and *Pax6*) in the primary, secondary, and tertiary neurospheres. No significant difference was seen in the expression of *Nestin* and *Pax6* between primary neurospheres derived from the (–)/(+) and (+)/(+) iPSCs, while significant differences were observed in the secondary and tertiary neurospheres (Figures 2E and 2F). These results suggested that cells in the neurospheres derived from the (+)/(+) iPSCs differentiated more rapidly and efficiently than those from the (–)/(+) iPSCs.

Previous reports demonstrated that each ESC or iPSC clone had a differentiation propensity to differentiate into a certain cell lineage (Kim et al., 2010a; Osafune et al., 2008). To exclude the possibility that the differentiation propensity of the (+)/(+) iPSCs was simply biased toward the neural lineage, we evaluated the differentiation potentials of the (–)/(+) and (+)/(+) iPSCs toward the mesodermal and endodermal lineage. The (–)/(+) or (+)/(+) iPSCs were separately dissociated in suspension culture without 3i and LIF to form embryoid bodies (EBs) (Figure S3). Then, mesodermal and endodermal gene expression on day 4 and day 8 EBs was measured by qRT-PCR. In the day 8 EBs derived from the (+)/(+) iPSCs, the expression levels of early mesodermal (*Isl1* and *FoxC1*) and endodermal (*FoxA2*, *Sox17*, and *Flk-1*) markers were higher compared with the levels in the (–)/(+) iPSCs (Figure 2G). These results suggested that the differentiation potential of the (+)/(+) iPSCs was not biased toward the neural lineage and that the (+)/(+) iPSCs could also efficiently differentiate into other cell lineages (mesoderm and endoderm) compared with the (–)/(+) iPSCs. Given these observations, we hypothesized that the (+)/(+) iPSCs tended to differentiate from the pluripotent stage to terminally differentiated cells and could not maintain themselves as pluripotent without 3i. Therefore, we removed 3i from the medium to determine whether (+)/(+) iPSCs remained pluripotent without 3i. Interestingly, the (+)/(+) iPSCs lost expression of *Nanog* and *Oct3/4* after the 3i withdrawal, while expression of these genes was significantly maintained in

**A**

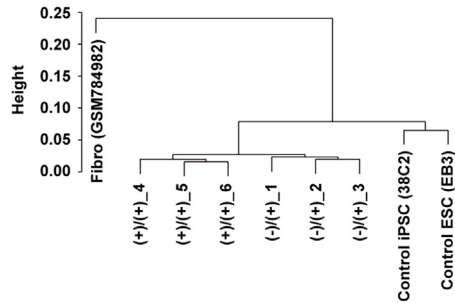

**B**

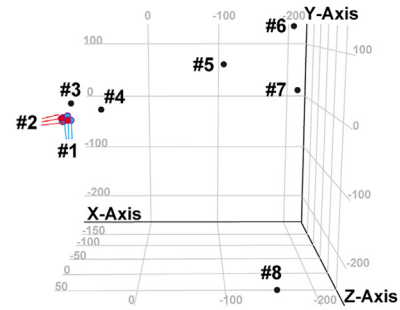

**C**

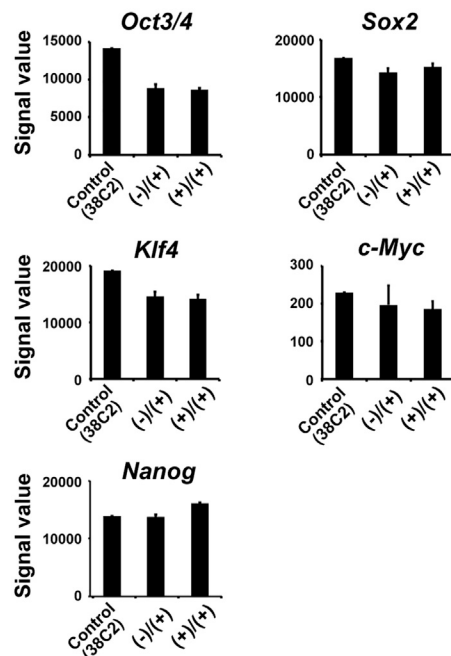

**E**

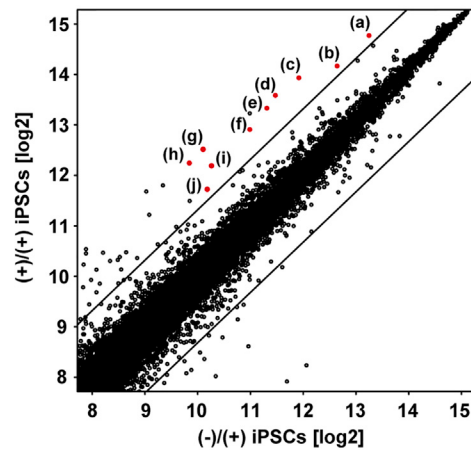

**D**

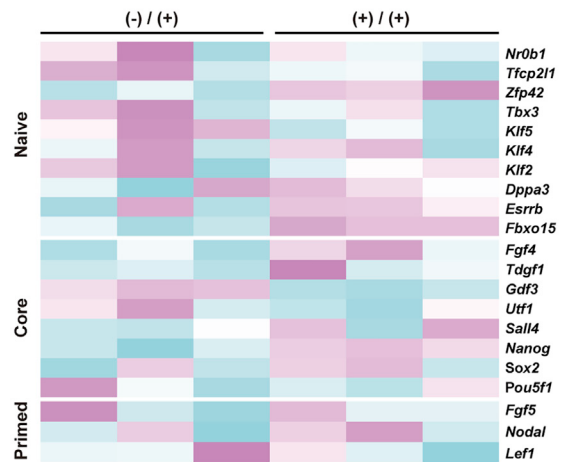

**F**

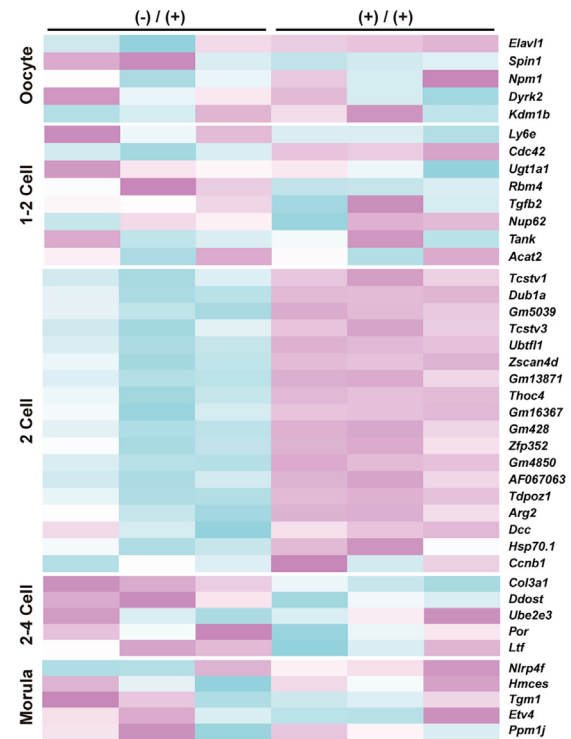

(legend on next page)

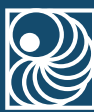

How the deposited data were processed for this re-analysis (not part of the article)

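Gene expression was measured in undifferentiated mouse iPSCs of 6 clones on 1 array each: 3 clones reprogrammed without 3i and maintained with it, (−)/(+), and 3 clones that received 3i in both phases, (+)/(+). The authors labelled RNA with biotin, hybridised it to 1-colour Affymetrix Mouse Genome arrays and deposited MAS 5.0 signal intensities, 1 value per probe set on a linear scale, with each array scaled so that its mean without the highest and lowest 2% of values is 500.0. Presence calls and probe-level intensities were not used here.
Of 45101 probe sets, 64 controls were left out. Gene symbols came from the array annotation. Of 34945 probe sets with 1 symbol, 34741 have a gene identifier found in the mouse RefSeq annotation of GRCm38.p6 and 204 do not, and 0 symbols differed between these sources. Values were taken as log2(signal + 16) without further normalization. Probe sets with a mean log2 value above the median of all were tested (22518, standing for 11178 genes with a probe set of their own), which leaves out signals near the background of the array. The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with trend) on group alone. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, and 95% intervals came from the same fit. Clone numbers are not shared between the groups, so there are no pairs.
Highly expressed DEGs were probe sets with group means that differed more than 2.5-fold, an adjusted p under 0.05 and a mean signal above 500 over the 6 arrays. Clones were clustered by 1 − Spearman's correlation coefficient with average linkage. The gene lists covered 2-cell and Zscan4 genes, naive, core and primed pluripotency, regulators of the inner cell mass and of totipotency, the DNA methylation machinery, germline genes silenced by promoter methylation, imprinted genes, targets of FGF-ERK and Wnt signalling, markers of the neural lineage, mesoderm, endoderm, trophectoderm and fibroblasts, p53 targets, stress genes, cell cycle genes, sex-linked genes and housekeeping genes. Each list was counted gene by gene, with values adjusted over all tested probe sets and over the list alone, and compared with all other tested genes by camera with a preset correlation of 0.01 and with an estimated correlation. Probe sets annotated to several genes were counted only as probe sets.
The genes named are those the study names in its text or in Figure 3 (their values in the figures had been seen), the 10 largest rises and 10 largest falls among calls in which the groups do not overlap, with 1 probe set per gene, up to 4 called members of each list with the smallest adjusted p or, where none was called, up to 3 with the highest signal, and 5 sex-linked genes. Others are said to be chosen after their values were seen. To look for chromosome-wide shifts, tested genes with a mean signal above 500 were ordered along each chromosome in blocks of 20. The shift of a clone from the median of all 6 clones was taken for each gene. The median shift was set against 10000 random lists of genes matched on signal.
The test was tried on simulated data with 3 arrays per group and 200 changed probe sets of 22518. It recovered 0% of changes of 1.5-fold, 51.5% of 2-fold changes (1.90% of calls false) and 85% of 3-fold changes (3.95% false). In camera 0 of 100 random lists had a p under 0.05. Random lists cannot show how camera treats lists whose members rise and fall together. The correlation estimated for the 2-cell, germline and fibroblast lists was 0.51, 0.70 and 0.32. The alternatives tried were quantile normalization, scaling to a common median, pseudocounts of 1 and 64, no filter, a mean signal above 500, eBayes without trend, arrayWeights, the mean of all probe sets of a gene, the test of the paper's methods, other readings of the signal threshold, other distances and linkage, and leaving out each clone. Added after the data were examined were leaving out the genes of chromosomes 6, 8, 11 and Y, leaving out clones 1 and 4, counting probe sets annotated to several 2-cell genes, and a signal threshold of 9 on the log2 scale for the highly expressed DEGs. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.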

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

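The tests of an explanation, the look along chromosomes and the choice of chromosomes 6, 8, 11 and Y came after the results were seen, while the lists and the comparison of the groups were planned.
Apart from the genes the paper discusses, 4 genes were among the 10 largest rises in the (+)/(+) iPSCs: Pramel18 (log2 fold change 2.62), Gm20767 (2.40), 3110040M04Rik (2.20) and Zfp560 (2.11). Each was higher in all 3 (+)/(+) clones than in any (−)/(+) clone and kept its call in limma under the alternatives run for named genes and with each clone left out, but not in the test of the paper's methods after Benjamini-Hochberg adjustment, which called 0 probe sets higher. Zfp560 has another probe set that did not follow. The values of Gm20767 lie, read by eye, at a point that Figure 3E labels as 2-cell-related under another name.
Some germline genes that promoter methylation silences in somatic cells, which the paper does not discuss, were higher. Of 16 tested, 6 were higher and 0 lower in limma (9 higher when adjusted over the list alone, 10 at an unadjusted p under 0.05), and all 16 had a log2 fold change above 0. In camera the adjusted p was 1.81e-10, and 0.77 with an estimated correlation. The meiotic genes Tex11, Sycp3 and Sycp1 rose by 1.13, 1.05 and 1.21 and the ADP/ATP carrier gene Slc25a31 by 1.31 on the log2 scale. The count was 10 without clone 1, 4 without clone 2, 2 without clone 3, 3 without clone 4 and 0 without clone 5 or 6, where Tex11 had an adjusted p of 0.051 and 0.067. The 10 splits of the arrays are too few for a share under 0.05: the real split gave 6 and the highest other 0, so 1 split of 10 reached the count. The count was also 6 after quantile normalization and with the genes of chromosomes 6, 8, 11 and Y left out. With all arrays kept, it fell to 1 with no filter, 1 with eBayes without trend and 3 above a signal of 500. It was 8 with median scaling and 9 with arrayWeights. The genes behind these counts were not compared. By MBD-seq the paper reports more methylated DNA in the (+)/(+) than in the (−)/(+) iPSCs. How the rise of these germline genes relates to that result was not tested, since methylation was not analysed here.
The first pattern weighed is the rise of 2-cell genes. If the (−)/(+) cultures held a larger share of other cells that are not pluripotent, the core and naive pluripotency genes would have to rise with the 2-cell genes, but their median log2 fold change was -0.029 (quartiles -0.26 and 0.14) against 1.89 for the 2-cell genes (quartiles 1.37 and 2.13). The signal distribution of the arrays is argued against as the whole cause, since 13 of the 14 called genes passed after quantile normalization, and chromosome gains and losses of single clones as well, since 0 of the 14 lie on chromosomes 6, 8, 11 or Y. In the splits of the arrays, 1 of 10 reached the real count of 14, and the highest other gave 0; 10 splits are too few for a share under 0.05. The same holds for the highly expressed DEGs (36 against 0) and for all calls (703 against 0), each reached by 1 split. A larger share of Zscan4-positive cells among the iPSCs, which the paper reports in Figure 4C, would not raise core and naive genes and stays open, as does the use of 3i during reprogramming, which the design names. The paper also reports higher 2-cell genes by qRT-PCR (Figure 4A), which was not analysed here.
The second pattern is the fall of fibroblast genes. The signal distribution of the arrays is argued against as the whole cause, since 6 of 8 called genes passed after quantile normalization, and so are chromosome gains and losses of single clones, since 2 of the 8 lie on chromosomes 6, 8, 11 or Y. A smaller share of feeder fibroblasts cannot be told apart from a change within the iPSCs. The called genes fell by unequal amounts (SD of the log2 fold changes 0.33, mean standard error 0.16), and of 9 list members with a mean signal above 500, 2 lay at or above 0, Ccn1 and Ccn2, which rose. iPSCs may express such genes too, and the paper's text does not say whether feeder cells were removed before this RNA was taken. Of 10 splits, 1 reached the real count of 8 and the highest other gave 0, too few splits for a share under 0.05.
The third pattern is the shift of whole chromosomes in single clones, which the arrays show along chromosome 8 in clone 4 (median log2 shift 0.41 over 329 genes) and chromosome 11 in clone 1 (0.27 over 502 genes). A signal-dependent bias of the array is argued against by random lists matched on signal, of which the largest shift was 0.0515 for the former and 0.0376 for the latter. Of these 329 and 502 genes, all with a mean signal above 500, 97.6% and 90.8% lay above the median of the other 5 clones. Along both chromosomes every block of neighbouring genes was shifted upward, by 0.30 to 0.54 and by 0.15 to 0.40, which is consistent with an extra copy in part or all of the cells of these clones. That is a hypothesis found and tested on the same arrays. Outside these arrays, the genomic hybridisation of Fig. S1B, read by eye, shows a gain of chromosome 11 in (−)/(+) clone 1. It also shows a gain of chromosome 8 in a (+)/(+) clone. The figure marks chromosome 11 in another (+)/(+) clone too, where the arrays show no chromosome-wide rise. Whether clone numbers match between the assays is not stated in the paper's text.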

How the results depend on the processing

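Leaving out the genes of chromosomes 6, 8, 11 and Y, leaving out clones 1 and 4, counting shared 2-cell probe sets, and a log2 signal threshold of 9 were chosen after the results were seen. No called gene or set test changed direction, but the balance of higher and lower calls did. Against 305 higher and 398 lower probe sets, quantile normalization gave 287 and 255, median scaling 731 and 236 (it moved the median log2 fold change by 0.13), no filter 101 and 120, a mean signal above 500 215 and 165, eBayes without trend 87 and 178, arrayWeights 1015 and 1512, and leaving out clones 1 and 4 510 higher. The t-test of the paper's methods gave 1572 and 2427 at p under 0.05 and 0 and 1 after Benjamini-Hochberg adjustment. Without 1 clone the counts ran from 27 to 441 and from 25 to 512, with more higher than lower without clone 3 (113 and 84), 4 (117 and 113) or 6 (27 and 25). Testing fewer or more probe sets changes the adjustment by construction, and otherwise the cause was not tested. Of highly expressed DEGs (31 higher in 27 annotations, 16 2-cell-related and 15 others, 5 lower in 4), lower ones were 8 in 7 annotations with arrayWeights and at an unadjusted p, and 11 with the higher group mean above 500. With both means above 500, or both mean log2 signals above 9, there were 16 higher in 14, 9 2-cell-related, 7 others and 1 lower in 1, and with both above 1000 10 in 10, 8, 2 and 0 lower in 0. Without clones 1 and 4 there were 48 higher in 43, 31 others and 11 lower in 10. Without 1 clone the ranges were 19 to 39, 16 to 35, 10 to 19, 9 to 25, 4 to 11 and 3 to 10. The 14 higher 2-cell genes became 9 with no filter, 7 above 500, 26 as shared probe sets and 7 to 12 without 1 clone. The 6 germline genes became 1 with no filter, 3 above 500, 1 without trend, 12 without clones 1 and 4 and 0 to 10 without 1 clone. The 8 lower fibroblast genes became 5 with median scaling, 3 with no filter, 4 above 500, 2 without trend, 13 with arrayWeights, 4 with the mean of all probe sets and 1 to 9 without 1 clone. The set tests of these lists kept an adjusted p under 0.05 in every setting run for camera but the estimated correlation (0.371, 0.771 and 0.771). The t-test gave 14, 6 and 12 members of these lists at p under 0.05, and 1, 0, 0 and 1 of the neural, mesoderm, endoderm and trophectoderm lists, with 0 after adjustment in each. Higher pluripotency markers were 2 with median scaling and arrayWeights, 0 without trend and 0 to 1 without 1 clone, and lower ones 0 to 2. The clones separated with every distance and linkage, with 0 to 2 on the other side without 1 clone. Of 44 called named genes, 19 kept their call in limma in every setting run for them with all arrays (the t-test was not among these), and 890 such values of 104 genes held 53 weaker, 10 stronger and 0 reversed, against 96, 3 and 0 of 624 without 1 clone. No paired analysis was possible because clone numbers are not shared between the groups. Signals near the background limit changes of low genes.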

Differences from the paper's values

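No test of a cause was run for these differences. The paper states 12 highly expressed DEGs, 10 of them 2-cell-related and 2 not. It gives these counts at 2.5-fold, p under 0.05 and a log2 signal above 9, and a signal above 500 for the scatterplot of Figure 3E. At 2.5-fold and a signal above 500, with limma's adjusted p in place of its test and with the mean over the 6 arrays, 31 probe sets (27 gene annotations) were higher, 16 of them 2-cell-related and 15 not. Of the alternatives set before the data were examined, the total lay within 1.5 times the paper's 12 with both group means above 500 (16) and above 1000 (10), and in no other. Counted as gene annotations it lay there with these (14 and 10) and without clone 6 (16). The 2-cell-related count lay within 1.5 times the paper's 10 with quantile normalization, a pseudocount of 1 and the methods' test on linear signals (15 each), eBayes without trend (12), both means above 500 (9) and above 1000 (8), and without clone 1 (14), 2 (12), 4 (14), 5 (11) or 6 (10), but not with median scaling (18), a pseudocount of 64, arrayWeights, the methods' test on log2 values, an unadjusted p or the fold of log2 means (16 each), the higher group mean above 500 (18) or without clone 3 (19). The count of others reached the paper's 2 only with both means above 1000 (2). A threshold of 9 on the mean log2 signal, chosen after seeing the values, gave 27 probe sets, 14 2-cell-related and 13 not, and with both group means above it, also chosen after seeing the values, 16, 9 and 7. Probe sets counted here as not 2-cell-related name no gene of the fixed 2-cell list or of the Figure 3E legend. Their count may therefore include 2-cell genes. The probe set of Gm20767 is among them, while Figure 3E, read by eye, labels a point at its values as 2-cell-related. The paper does not state which mean its signal threshold refers to.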

Other observations

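The lists and comparisons here were planned, and the look along chromosomes was chosen after the results were seen.
Of 16 regulators of the inner cell mass and of totipotency, not all of which repress 2-cell genes, and 15 genes of DNA methylation, only Uhrf1, which guides maintenance methylation, was lower in limma, by a log2 fold change of -0.47 (7408 to 5342, adjusted p = 0.036, between 0.0749 and 0.158 without clone 2, 3, 4, 5 or 6), and 0 were higher. At an unadjusted p under 0.05 there were 6 and 4. Adjusted over the list alone, 1 regulator was higher and 2 lower (Dppa2, and Uhrf1 and Ehmt2, of which Dppa2 and Ehmt2 are named after their values were seen), and 3 methylation genes were lower. Of 23 imprinted genes, Igf2 was higher (138 to 251) and Plagl1 (7071 to 4105), Dlk1 (252 to 110) and Kcnq1ot1 (329 to 179) were lower (1 and 3 adjusted over the list alone). Plagl1 passed in limma under the alternatives run for named genes and with each clone left out (0 imprinted genes passed the methods' test after adjustment), while without clone 6 the adjusted p was 0.13 for Igf2, 0.16 for Dlk1 and 0.19 for Kcnq1ot1.
Both groups were maintained with 3i, which acts on FGF-ERK and Wnt signalling. Of 18 FGF-ERK targets and 10 Wnt targets, only the cyclin gene Ccnd1, a member of both lists, was lower, from 3260 to 1853 (log2 fold change -0.79, adjusted p = 0.027, and 0.13 without clone 6), and 0 were higher in limma. At an unadjusted p under 0.05 there were 8 FGF-ERK and 4 Wnt targets. Of the Wnt targets, 2 had a log2 fold change above 0, and the median was -0.39. Adjusted over the list alone, 2 FGF-ERK targets were higher and 4 lower, and 1 Wnt target was lower. Of 19 cell cycle genes, Ccne2 was higher (log2 fold change 0.65, adjusted p = 0.040, and 0.15 without clone 6), 1 also when adjusted over the list alone. None of 14 p53 targets and 14 stress genes passed in limma (2 of each at an unadjusted p under 0.05, and 1 of each by the methods' test). Of 8 housekeeping genes B2m was lower (4222 to 2669, adjusted p = 0.034, and 0.13 without clone 6). Of 4 sex-linked genes 0 passed in limma, with 0 at an unadjusted p under 0.05.
Clone 5 lacked the signal of Y-linked genes. Eif2s3y had 0.87, Kdm5d 5.66 and Uty 14.2 in clone 5, against 3880 to 5831, 213 to 494 and 485 to 680 in the other 5 clones. On chromosome 6, clone 1 was higher in a block from Ccdc77 to Grcc10 (median log2 shift 0.34). Clone 2 was lower over 4 blocks from Tax1bp1 to Mrps25 (-0.66) and higher in a block from Mkln1 to Mkrn1 (0.28). Clone 3 was lower over 3 blocks from Ndufb2 to Dctn1 (-0.43). Read by eye, the genomic hybridisation of Fig. S1B shows a gain of chromosome 11 and a small gain of chromosome 6 in (−)/(+) clone 1, a partial loss of chromosome 6 in clone 2, a gain of chromosome 8 in the first (+)/(+) clone and a loss of Y in the second, as the arrays do for clones 1, 2, 4 and 5. The figure also marks chromosome 11 in the second (+)/(+) clone and Y in the first, where the arrays show no chromosome-wide rise and a Y signal, and it does not mark the stretch of chromosome 6 in clone 3. Whether clone numbers and passages match between the assays is not stated in the paper's text.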
